# Differential expression of Dusp1 and immediate early response genes in the hippocampus of rats, subjected to forced swim test

**DOI:** 10.1038/s41598-023-36611-5

**Published:** 2023-06-20

**Authors:** Ivan Vlasov, Elena Filatova, Petr Slominsky, Maria Shadrina

**Keywords:** Gene expression, Genetics research, Experimental models of disease

## Abstract

The forced swim test (FST) is widely used to screen for potential antidepressant drugs and treatments. Despite this, the nature of stillness during FST and whether it resembles “depressive-like behavior” are widely debated issues. Furthermore, despite being widely used as a behavioral assay, the effects of the FST on the brain transcriptome are rarely investigated. Therefore, in this study we have investigated changes in the transcriptome of the rat hippocampus 20 min and 24 h after FST exposure. RNA-Seq is performed on the hippocampus tissues of rats 20 min and 24 h after an FST. Differentially expressed genes (DEGs) were identified using limma and used to construct gene interaction networks. Fourteen differentially expressed genes (DEGs) were identified only in the 20-m group. No DEGs were identified 24 h after the FST. These genes were used for Gene Ontology term enrichment and gene-network construction. Based on the constructed gene-interaction networks, we identified a group of DEGs (*Dusp1*, *Fos*, *Klf2*, *Ccn1*, and *Zfp36*) that appeared significant based on multiple methods of downstream analysis. *Dusp1* appears especially important, as its role in the pathogenesis of depression has been demonstrated both in various animal models of depression and in patients with depressive disorders.

## Introduction

The forced swim test (FST) is a widely used assay in the fields of neuropharmacology and study of depression. All in all, more than 6000 papers using the FST have been published. The FST was presented by Porsolt et al. as a model created to satisfy two main requirements: they “resemble depressive illness and are selectively sensitive to clinically effective antidepressant treatments”^1^. The sensitivity of the FST to contemporary antidepressant treatments was demonstrated in an original paper^1^. However, the validity of the FST as a model of depressive behavior is now contested. On the one hand, the interpretation of animal stillness during an FST as “depression-like behavior” is most common. It is accepted by 70% of researchers publishing studies using the FST^2^ On the other hand, according to a number of authors, the FST is lacking in the face and construct validity^2^. The FST’s predictive validity is also limited – in the case of some widely used clinical treatments (barbiturates and benzo-diazepines), it has been prone to delivering false-positive results^3^. In addition, significant differences in pharmacodynamics have been observed in human subjects compared with rodents used in an FST^4^. Some authors believe that interpreting the FST as a model of acute stress and adaptive reactions to acute stress would be a more valid approach^2,5^.

However, the importance of stress in the pathogenesis of depression should not be underestimated. The theory of the stress-induced pathogenesis of depression is one of the main theories of depression. In this theory, it is supposed that the hyperactivity of the hypothalamic–pituitary–adrenal axis under the influence of acute stress is a major factor in the pathogenesis of depression. The fact that stressful events are among the main factors that trigger the first manifestations of depression speaks in favor of this theory^6–8^. Additionally, cortisol levels in blood plasma and cerebrospinal fluid, as well as corticotropin levels in blood plasma, are elevated in patients with depressive disorders^9^. Additionally, a reduction in central corticosteroid receptors has been observed in patients with depression^10^.

In view of these data, the use of the FST as a stressor to investigate the effects of acute stress on brain processes and their possible relationship with the pathogenesis of depression appears to be an interesting line of study. Many recent studies employing the FST have examined the effects of antidepressants^11–13^, other drugs (e.g. the hypotensive drug Telmisartan)^14^ other compounds (e.g. milk lactoferrin)^15^, mutations^16^ and physiological factors^17^, by comparing low immobility with high immobility in subgroups. Only a few studies have examined the direct effect of acute stress from the FST on transcription profiles by comparing a group subjected to the FST with a group not subjected to the FST. Therefore, we studied transcriptional profiles in the brains of rats exposed to the FST and divided into groups with immediate (20 min after the test) and delayed (24 h after the test) responses to acute stress.

## Results

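Hippocampal RNA of 19 male rats was sequenced in 25 libraries. The forced swim test (FST) confines a rat to a cylinder of water and was used as an acute stressor, with a pretest of 15 min on the day before and a test of 5 min. The sample labels give 7 rats killed 20 min after the test (rats 1, 2, 5, 6, 7, 10 and 12), 6 killed 24 h after it (rats 13, 14, 15, 17, 18 and 19) and 6 control rats (21, 22, 24, 25, 27 and 28). The Results count 6 rats at 20 min and the Methods 7. The text and tables used here do not identify which 6 would be meant, and the colours that mark sequenced rats in Supplementary file 3 were not used here, so all 7 rats were analysed. The labels also give 5 sequencing batches. Batch 1 held 3 rats of each group. Batch 2 held 3 rats of each FST group and 1 control rat. Batches 3 to 5 were 3 runs of the same rats, 1 of the 20-m group and 2 controls, with no rat of the 24-h group, and the runs of a rat were summed to 1 library.

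The authors trimmed reads with AdapterRemoval V2 and estimated expression with STAR and RSEM against the Rnor 6.0 assembly and its annotation release 93. The values used are RSEM's expected counts of 32623 genes, rounded to whole numbers. These counts came to 6217562 to 9032877 per control rat (median 7365210), 6513085 to 7774046 per rat of the 20-m group (median 7180272) and 6529689 to 8202448 per rat of the 24-h group (median 7143174). The 13908 genes with enough counts for edgeR's default filter were scaled by TMM and tested with edgeR's quasi-likelihood test over all 19 rats. Group and batch were terms of the model, with Batches 3 to 5 as 1 level, which left 14 residual degrees of freedom. Differentially expressed genes (DEGs) were called at the paper's thresholds, an adjusted p under 0.05 and a fold change over 1.5. Levels per rat are TMM-normalized CPM.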

A transcriptomics analysis was performed on hippocampal tissues dissected from 18 rats, including six control rats that were not subjected to the FST, six rats decapitated in 20 min (hereinafter 20-m group) after the test, and six rats decapitated in 24 h (hereinafter 24-h group) after the test. Fourteen DEGs were identified in the 20-m group: two were downregulated and 12 were upregulated (see Supplementary File 1 for the full list). 

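In the hippocampus 20 min after the FST, 6 of 13908 genes rose and 0 fell at both thresholds in edgeR. The largest of the 6 changes was in Ccn1 (ENSRNOG00000014350, Cyr61 in Supplementary File 1), which encodes a secreted protein of the extracellular matrix. Its log2 fold change was 3.38 (standard error 0.361, adjusted p = 7.92e-05 from edgeR). Apold1 (ENSRNOG00000007830), an early response gene of vascular endothelium, rose by 2.53 (standard error 0.184, adjusted p = 4.36e-07 from edgeR). Dusp1 (ENSRNOG00000003977), a phosphatase that inactivates MAP kinases, rose by 1.69 (standard error 0.18, adjusted p = 7.92e-05 from edgeR). Sik1 (ENSRNOG00000001189), a kinase that restrains CREB-dependent transcription, rose by 1.14 (standard error 0.192, adjusted p = 0.0253 from edgeR). Zfp36 (ENSRNOG00000058388), which binds AU-rich mRNAs and promotes their decay, rose by 1.12 (standard error 0.148, adjusted p = 0.00148 from edgeR). The identifier of the remaining gene, ENSRNOG00000054344, is not in Supplementary File 1. Its log2 fold change was 1.02 (adjusted p = 0.00978 from edgeR). That file prints 1.02 for Ier2, beside the identifier ENSRNOG00000053462. Whether ENSRNOG00000054344 is the gene of that line was not settled here.

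Of the 13 identifiers of Supplementary File 1, 5 were called over all genes. All 13 passed when adjusted over the list alone, 11 higher and 2 lower, but the study chose this list on the same rats, so that is not independent evidence. The transcription factors Atf3 (log2 fold change 1.69), Fos (1.25) and Klf2 (1.08) and the antiproliferative gene Btg2 (0.76) each had an adjusted p of 0.0852 from edgeR. Klf4, another Kruppel-like transcription factor, had a log2 fold change of 0.80 (adjusted p = 0.163 from edgeR). AABR07033249.1 (ENSRNOG00000055160) had 0.90 (adjusted p = 0.295 from edgeR). ENSRNOG00000032585 had 0 counts in 7 of 7 rats of the 20-m group and counts in 5 of 6 control rats (Fisher's exact test, 2-sided, p = 0.00466). It was at least 52.9-fold lower than in control rats, taking 3 counts over the group as the floor (adjusted p = 0.339 from edgeR). ENSRNOG00000053462 had a log2 fold change of -1.19 (adjusted p = 0.206 from edgeR).

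At an unadjusted p under 0.05, 544 genes were higher and 506 lower, where 695 in all would be expected by chance. DESeq2 called 15 genes higher and 0 lower. The paper's steps of voom, ComBat and limma, run here on 19 rats with the groups protected, called 12 higher and 3 lower. Its Methods do not say whether groups were protected. On the summed rats with batch as a term, limma voom called 6 higher and 0 lower. With the runs as 25 libraries and the 5 batches as a block it called 19 higher and 1 lower, with Fos, Klf2, Btg2, Atf3 and Klf4 among them. That fit takes rats 10, 21 and 27 as 3 libraries each, correlated within a rat at 0.421. Its libraries are therefore not all separate animals, which can raise the number of calls. Sik1 was no longer called without control rat 21, 22, 25 or 27 or rat 7 or 10 of the 20-m group, and ENSRNOG00000054344 was no longer called without control rat 25 or rat 10. Of 16 other settings of tool, batch, filter and samples, 11 called Sik1, with log2 fold changes of 0.76 to 1.15 over all 16, and 12 called ENSRNOG00000054344, with 0.88 to 1.07.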

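The genes that stood highest 20 min after the FST lay near the control level after 24 h. Dusp1, the MAP kinase phosphatase, had a log2 fold change of 0.18 against control rats (95% confidence interval -0.25 to 0.61). Fos, a subunit of the AP-1 transcription factor, had 0.09 (95% confidence interval -0.49 to 0.68). Ccn1 had -0.11, with an interval of -1.14 to 0.92. Sik1 had the largest positive value of the 13 identifiers, 0.55 (95% confidence interval 0.11 to 0.99), and Zfp36 had 0.38 (95% confidence interval 0.02 to 0.73). The adjusted p from edgeR was 1 for each of these genes. Sik1 had 0.32 when rat 13 was left out of the 24-h group.

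In edgeR, 0 of the genes tested passed an adjusted p under 0.05 against control rats. At an unadjusted p under 0.05, 256 were higher and 185 lower, together fewer than the nominal 695. That was 3.17% of genes. Random splits of these rats into groups of the same sizes, which ignore batch, had a median of 2.98%. DESeq2 called 0 genes, with 351 at an unadjusted p under 0.05, and limma voom called 0, with 407. Limma after ComBat with the groups protected and edgeR on Batch 1 alone also called 0, with 1041 and 1023, above the nominal 695. Whether these counts exceed chance was not tested, since random splits were run for neither setting at 24 h. At 20 min against control, splits under this ComBat sequence had a median of 8.5% of genes at an unadjusted p under 0.05. The nominal 695 is thus a low mark for that sequence. Of the 13 identifiers, 9 were higher and 4 lower and 0 passed when adjusted over the list alone, a list that the study chose on these rats.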

No DEGs were identified in the 24-h group. A Gene Ontology (GO) term enrichment analysis was performed using the DEGs from the 20-m group. The following terms were identified as significantly enriched (Table 1).

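The genes behind the terms of Table 1 are transcription factors, a kinase and regulators of mRNA decay, and their mean levels were higher 20 min after the FST than in control rats. Klf4, which with Klf2 stands behind the terms on shear stress and cycloheximide, was at 9.95 ± 1.42 CPM (SD, n = 7 rats) against 5.71 ± 0.979 CPM (SD, n = 6) in control rats. Btg2, which recruits deadenylases and shares the poly(A) shortening term with Zfp36, was at 34.0 ± 5.77 CPM against 20.2 ± 5.18 CPM. Atf3, a stress-induced member of the ATF/CREB family, was at 2.08 ± 0.649 CPM against 0.619 ± 0.158 CPM. Sik1, which shares the gluconeogenesis term with Atf3, was at 15.3 ± 3.13 CPM against 7.28 ± 1.99 CPM. Of the 6 genes named in Table 1, Zfp36 and Sik1 passed both thresholds in edgeR, and Klf2, Klf4, Btg2 and Atf3 passed only when adjusted over the list alone. Atf3 rests on 3 to 6 counts per control rat. The enrichment itself was not repeated, since the files give gene identifiers without names.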

**Table 1:** Significantly enriched GO Biological process terms.

Term GO ID	GO term	P value (FDR corrected)	Total genes linked to the term	Total DEGs linked to the term (%)	Names of linked DEGs
GO:0071409	Cellular response to cycloheximide	5.3*10–6	4	2 (50%)	[Klf2, Klf4]
GO:0071499	Cellular response to laminar fluid shear stress	8.8*10–6	5	2 (40%)	[Klf2, Klf4]
GO:0060213	Positive regulation of nuclear-transcribed mRNA poly(A) tail shortening	4.8*10–5	11	2 (18, 18%)	[Btg2, Zfp36]
GO:0036003	Positive regulation of transcription from RNA polymerase II promoter in response to stress	9.2*10–5	15	2 (13, 33%)	[Atf3, Klf2]
GO:0006094	Gluconeogenesis	8.1*10–4	55	2 (4, 55%)	[Atf3, Sik1]

DEGs for enrichment are detected in hippocampus of rats from FST 20 m group.

We created a network of the interaction of DEGs with various neuronal cells using Pathway Studio (Fig. 1). To construct this network, we determined the relationship between all DEGs and cells found using the keyword “neuron” in Pathway Studio. This network contained eight genes: Cyr61/Ccn1, Dusp1, Klf2, Klf4, Atf3, Zfp36, Btg2, and Fos.

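Each of these 8 genes was higher in the 20-m group than in control rats in 3 of 3 batches. Ccn1, the matrix protein gene, showed the largest differences, 3.08 in Batch 1, 3.88 in Batch 2 and 2.98 in Batches 3 to 5 on the log2 CPM scale. Atf3 differed by 1.33, 1.37 and 1.18 in the same order. Klf4, a transcription factor that also acts in endothelium, differed by 0.84, 0.45 and 0.87. When group labels were exchanged only within batches, the exact permutation test gave the smallest p that its 240 arrangements allow, 0.00417 (2-sided), for Ccn1, Dusp1, Klf2, Klf4, Atf3, Zfp36 and Fos. For Btg2 the same exact test gave p = 0.00833. The paper chose these genes on the same rats. Batch 2 holds 1 control rat and Batches 3 to 5 hold 1 rat of the 20-m group, so these batches give no spread of their own for that group.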

**Figure 1:**
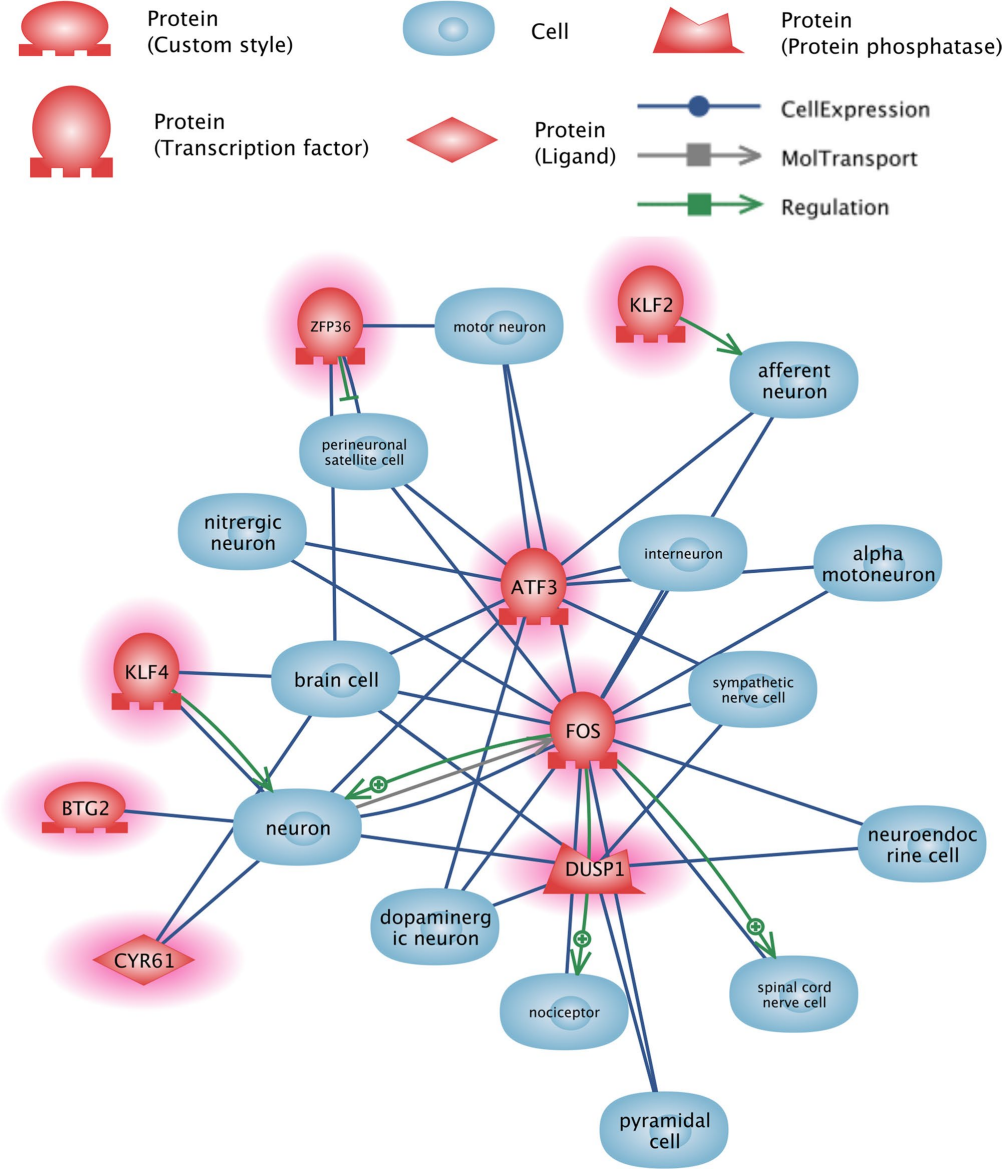
DEGs detected in hippocampus of rats from FST 20 m group and their interactions with various neuronal cells.

Using the Pathway Studio software, we examined the DEGs for any known interactions and identified a group of interacting DEGs (Fig. 2). For this purpose, all known interactions between the DEGs were identified, with all DEGs not interacting with any other DEG being removed. In comparing Figs. 1 and 2, it became evident that eight genes–i.e. *Dusp1*, *Zfp36*, *Klf2*, *Klf4*, *Ccn1/Cyr61*, *Btg2*, and *Fos*––were common for the two networks. Using the “rtn” package in R, we analyzed the coexpression patterns to identify interacting genes based on empirical evidence (Fig. 3). Using expression data (pseudocounts per transcript in each observation), we identified a network of interacting genes that linked transcription factors to their potential targets. This network consisted of the *Apold1*, *Zfp36*, *Ccn1/Cyr61*, *Fos*, *Klf2*, and *Dusp1* genes; all of them were also differentially expressed.

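Between rats of the same group and batch, the 6 genes of this network tended to be high or low together. Residuals of log2 CPM after removal of group and batch correlated positively in 15 of 15 pairs over 19 rats, with Pearson's r from 0.131 to 0.747 (median 0.524). The closest pair was Zfp36, the mRNA decay factor, and Klf2, the Kruppel-like transcription factor. Their r was 0.747 (permutation p = 0.00092, adjusted p = 0.0069) and Spearman's rho 0.777 (permutation p = 0.00043, adjusted p = 0.0037). Zfp36 and Ccn1 had an r of 0.697 (permutation p = 0.00085, adjusted p = 0.0069) and a rho of 0.719 (permutation p = 0.0005, adjusted p = 0.0037). Of the 6 pairs joined in Fig. 3, 5 had an adjusted p under 0.05 for r and 2 for rho. The exception for r was Apold1 with Zfp36, at an r of 0.261 (permutation p = 0.33, adjusted p = 0.45) and a rho of 0.202 (permutation p = 0.43, adjusted p = 0.51). Apold1 was closest to Dusp1, with an r of 0.557 (permutation p = 0.018, adjusted p = 0.034) and a rho of 0.561 (permutation p = 0.015, adjusted p = 0.046).

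The paper drew this network from the expression data of the same experiment, with DEGs as regulators, so these correlations are not independent evidence for it. Its printed code removes neither group nor batch, so differences between groups can enter its edges. The residuals ask a narrower question, within groups and batches. All 15 pairs form 1 family, and the p-values come from 100000 permutations of residuals within groups. The permutations did not keep to batches, although batch was removed, and take no account of the degrees of freedom used by the fit. These p-values, and the counts of pairs that pass, may therefore be too favourable. When the 2 rats farthest from the median of each pair's first gene were left out, r was 0.623 for Zfp36 with Klf2 and 0.675 for Zfp36 with Ccn1, each with an adjusted p of 0.049 in the permutation test. The same setting gave 0.223 for Apold1 with Zfp36 and 0.646 for Apold1 with Dusp1 (adjusted p = 0.53 and 0.056, permutation test). Under it 3 pairs passed instead of 9. Of the pairs of Fig. 3 that no longer passed, Ccn1 with Fos had an r of 0.516 against 0.609 with all rats, Fos with Dusp1 0.422 against 0.568, and Klf2 with Dusp1 0.431 against 0.442. When group but not batch was removed, 2 of the 15 pairs passed, both among the pairs of Fig. 3, while r stayed close for Fos with Dusp1 (0.562), Klf2 with Dusp1 (0.447) and Apold1 with Dusp1 (0.552), each at an adjusted p of 0.052 in the permutation test.

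**Figure D1:**
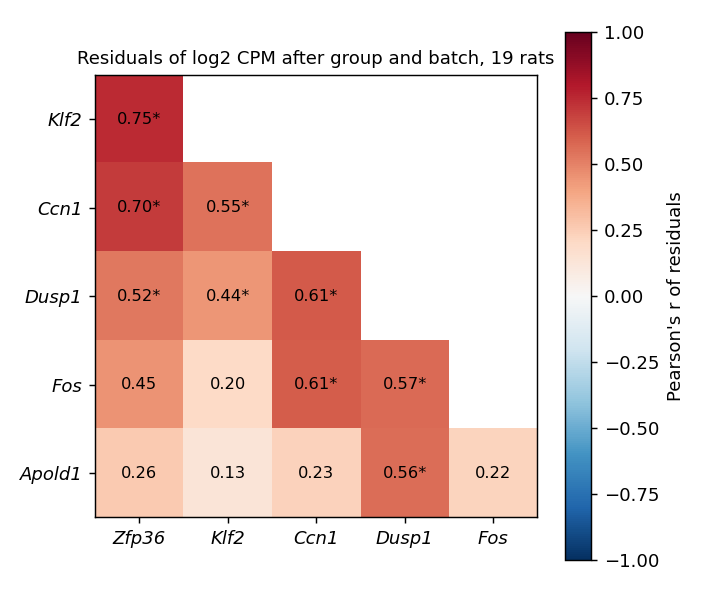
Pearson's r between the residuals of log2 CPM of the 6 network genes over 19 rats, after removal of group and batch. Each cell is 1 pair, colour and number give r, and a star marks an adjusted p under 0.05. Every pair lies between 0.131 and 0.747.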

**Figure 2:**
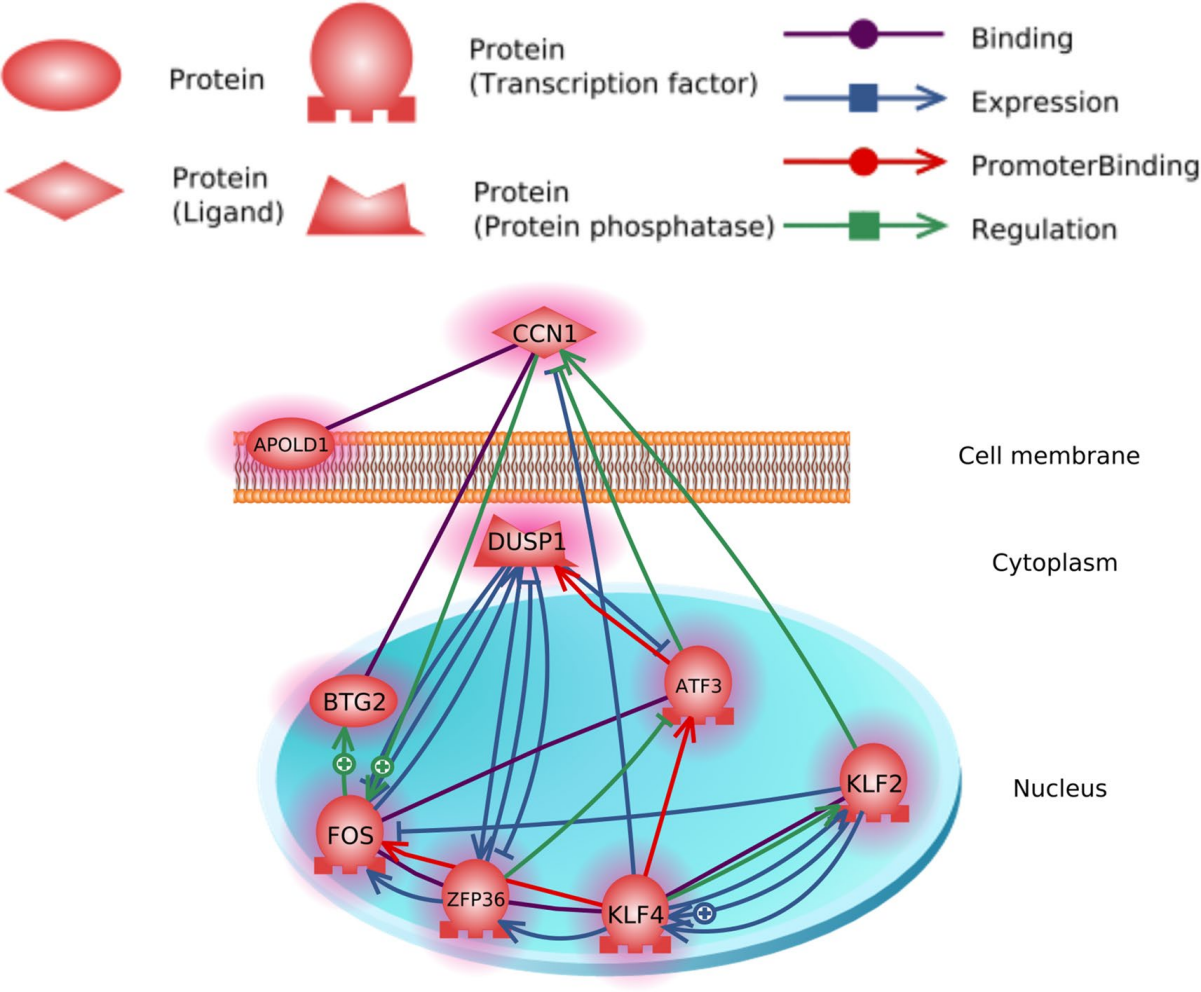
Interactions of DEGs detected in hippocampus of rats from FST 20 m group.

**Figure 3:**
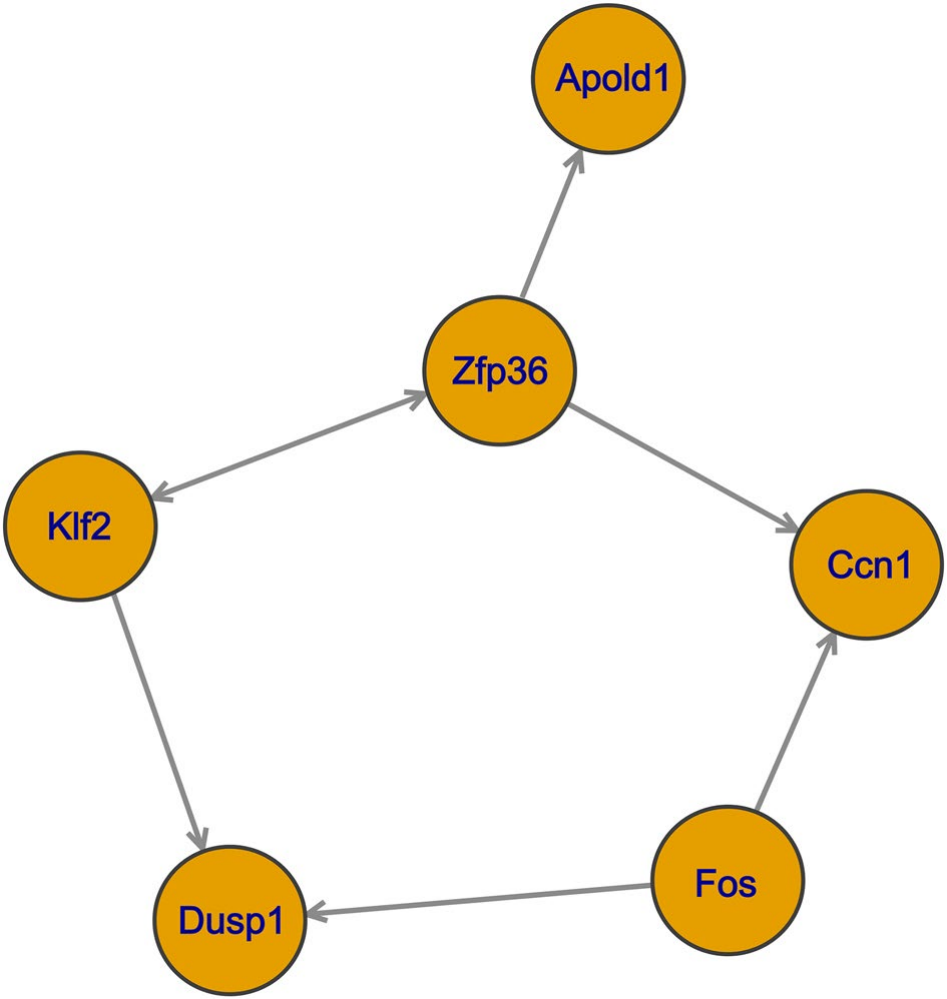
Expression based interaction network of genes in hippocampus based on expression data from FST 20 m, FST 24 h and control group.

We identified a group of genes (*Dusp1*, *Fos*, *Klf2*, *Ccn1* and *Zfp36*) that appeared significant based on multiple methods of downstream analysis, and examined their possible differential expression in the hippocampus and prefrontal cortex (PFC) using reverse transcription polymerase chain reaction (RT–PCR) (Table 2). Only one gene (Zfp36) was not significantly up-regulated in hippocampus tissues of the 20-m group, although it is worth noting that the direction of the differential expression at the significance level was in accordance with the ribonucleic acid (RNA) sequence data.

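All 5 genes of Table 2 had higher mean RNA-seq levels in the hippocampus of the 20-m group than in control rats. Ccn1 was at 8.70 ± 3.44 CPM (SD, n = 7 rats) against 0.945 ± 0.585 CPM (SD, n = 6), a 10.4-fold change in the fitted model. Dusp1 was at 28.9 ± 4.37 CPM against 9.23 ± 3.14 CPM, a change of 3.23-fold. Fos was at 14.6 ± 3.96 CPM against 6.02 ± 1.67 CPM, a ratio of 2.38. Zfp36, known as tristetraprolin, was at 9.19 ± 1.59 CPM against 4.48 ± 0.874 CPM, a change of 2.18-fold. Klf2 was at 12.1 ± 4.02 CPM against 5.97 ± 1.03 CPM, a ratio of 2.11. Ccn1, Dusp1 and Zfp36 passed both thresholds in edgeR, and Fos and Klf2 did not.

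In rats 1, 2, 5, 6, 7, 10 and 12 of the 20-m group, Dusp1 was at 27.3, 36.4, 24.9, 27.1, 27.5, 33.7 and 25.4 CPM, above all 6 control rats. In the same order, Fos was at 11.6, 12.3, 13.8, 17.4, 21.5, 15.5 and 9.87 CPM and Ccn1 at 8.99, 14.5, 5.01, 8.0, 9.45, 10.7 and 4.32 CPM. Zfp36 was at 10.3, 10.3, 7.82, 9.22, 9.59, 10.8 and 6.32 CPM, and Klf2 at 11.6, 18.8, 8.76, 10.6, 14.0, 14.4 and 6.63 CPM. Dusp1, Fos, Ccn1 and Zfp36 were higher in 7 of 7 rats than in any control rat, and Klf2 in 6 of 7, with rat 12 as the exception. The exact permutation test on log2 CPM (2-sided, 1716 arrangements) gave p = 0.000583 for Dusp1, Fos and Ccn1, the smallest it allows. The same exact test gave p = 0.00117 for Zfp36 and p = 0.00291 for Klf2. The paper picked these genes on the same rats, so the exact tests are not independent evidence. Ccn1 rests on 1 to 12 counts per control rat. The RT-PCR measurements and the prefrontal cortex were not analysed here.

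**Figure D2:**
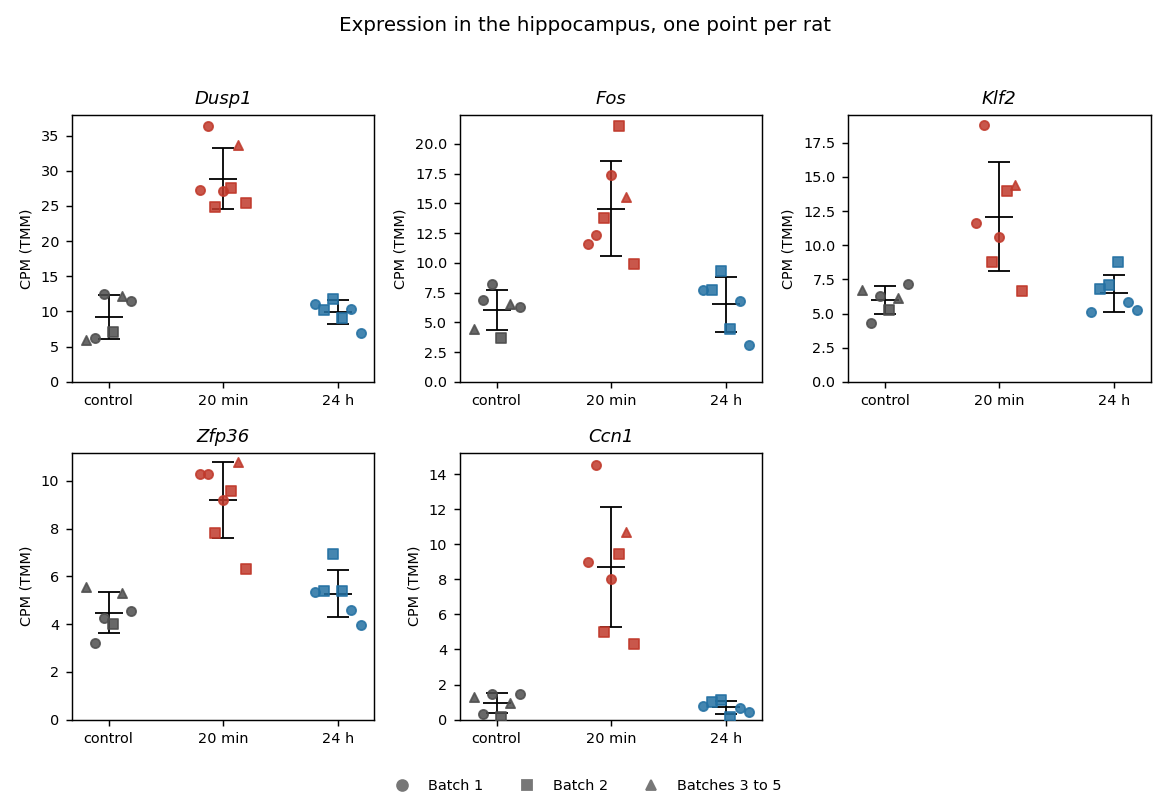
TMM-normalized CPM of the 5 genes of Table 2 in each rat of the control, 20-m and 24-h groups. Points are rats, their shape gives the batch, and the bars show the mean and SD. The 20-m rats sit at 24.9 to 36.4 CPM for Dusp1, above every control rat.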

**Table 2:** Mean (RNA-seq) and median (RT-PCR) FC of the most interesting DEGs based on RT-PCR and RNA-seq.

Genes	Hippocampus				Prefrontal cortex	
	20 min		24 h		20 min	24 h
	RT-PCR	RNA-seq	RT-PCR	RNA-seq	RT-PCR	RT-PCR
Dusp1	**2.25 (2.18–2.55)**	**3.33**	1 (0.9–1.26)	1.12	**2.71 (2.32–2.85)**	**2.36 (2.13–2.82)**
Fos	**4.83 (2.3–7.05)**	**2.40**	1.58 (1.46–1.97)	1.03	2.62 (1.58–3.76)	**2.94 (2.64–7.43)**
Klf2	**1.9 (1.73–3.11)**	**2.10**	1.5 (1.17–1.83)	1.09	**2.8 (2.46–3.33)**	1.87 (1.53–2.26)
Zfp36	1.47 (1.02–3.82)	**2.17**	1.05 (0.94–1.31)	1.28	**2.26 (1.97–2.65)**	0.87 (0.72–0.94)
Ccn1	**8.05 (4.15–14)**	**10.09**	0.84 (0.65–0.98)	1.04	**11.24 (8.59–15.71)**	1.9 (1.56–2.77)

Significantly DE values are in bold (P value < 0.05) (Kruskal–Wallis test in case of RT-PCR and Moderated t test in case of RNA-seq). FDR multiple test correction is applied in both cases.

## Discussion

In this study, a transcriptomics analysis of the hippocampus tissues of rats subjected to the FST was conducted. The FST is a commonly used model, which is mostly employed in drug screening for investigating potential antidepressant application (according to (Molendijk, de Kloet^5^), no less than 4300 papers in 2015). However, studies of the direct effect of the FST on brain transcriptomes are exceedingly rare.

We conducted a search for similar experiments in the literature data using search queries “stress mouse RNA-Seq” and “stress rat RNA sequence” in PubMed. The results were 757 and 153, respectively. To identify the most relevant papers, we filtered out papers in languages other than English (8); papers with model animals other than rats and mice (63); papers with conditions other than stress or depression, such as cancer, infectious diseases, etc. (497); papers using other tissues than central nervous system, such as bones, lungs, etc. (182); papers investigating other forms of stress, such as endoplasmic reticulum stress or fluid shear stress (15); papers not intended to investigate differential expression (36); papers investigating rats or mice that have been genetically modified, carry significant mutations or deletions, are old, or have been bred for neurological issues (such as being prone to seizures) rats (5); and, finally, papers in which transcriptomic profiling of stressed and nonstressed mice and rats was not conducted (94). Using this approach, ten papers with the most similar conditions and approaches have been selected. Only one paper out of the ten studied differential expression in the brain of mice subjected to FST and not subjected to the FST using RNA-Seq. Nine of the ten papers have studied other models of stress in rodents, such as uncontrollable chronic stress, social defeat, and acute and chronic immobilization.

Zhang et al. in their 2019 paper^18^, conducted a transcriptome analysis in the hippocampus of mice that had been subjected to three different tests–the tail suspension test, FST, and elevated labyrinth test. The authors identified more than 200 DEGs in each test group. The best fit to our own data was the FST test group. In Zhang et al. paper, tissues were extracted from mice 24 h after FST, the same as for our 24-h group. However, unlike our data, 224 DEGs were identified in that test group. Biological differences between rats and mice, methodological differences such as use of pulled mRNA (in (Zhang et al.^18^) vs individual samples in our study), and use of different sets of bioinformatic tools could explain these differences. Unfortunately, lack of access to primary data makes further comparison of results impossible.

A 2021 study (Mifsud et al.^19^, mostly focused on MR/GR regulation and binding, investigated, among other things, the effects of forced swimming stress on gene expression in rat hippocampus. Multiple methodological differences complicate the direct comparison. We consider the following differences to be the most impactful (in (Mifsud et al.^19^) and our work, respectively): the use of isoflurane anesthesia versus no anesthesia, the use of response measurement between several timelines after the FST and two separate baseline groups versus pairwise comparison against a single baseline group, the use of riboRNA depletion versus poly-A enrichment, and the use of a single occurrence of a forced swimming stressor versus use of a pretest swimming stressor before the actual test. Nevertheless, despite these differences, we have identified common genes between their responsive to stress genes and our differentially expressed genes: *Sik1*, *Btg2*, *Atf3*, *Apold1*, *Fos*, *Ccn/Cyr61*, *Klf4*, and *Zfp36*. In both studies, these genes are expressed at a higher level in stressed versus nonstressed rats.

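Apold1, the early response gene of vascular endothelium, had the smallest p of all genes at 20 min in edgeR, with 27.4 ± 5.87 CPM (SD, n = 7 rats) in the 20-m group and 5.24 ± 1.46 CPM (SD, n = 6) in control rats. Its levels in rats 1, 2, 5, 6, 7, 10 and 12 were 20.9, 34.4, 21.0, 31.6, 22.7, 33.2 and 27.9 CPM. In the same order, Sik1 was at 14.2, 15.3, 10.3, 14.5, 16.1, 20.9 and 15.4 CPM. Btg2, an antiproliferative gene, was at 25.5, 41.1, 32.7, 37.4, 37.5, 36.2 and 27.1 CPM. Atf3 was at 1.16, 1.9, 1.72, 2.71, 2.22, 1.78 and 3.08 CPM, and Klf4 at 9.86, 12.3, 8.29, 8.81, 11.4, 9.58 and 9.41 CPM. Apold1, Atf3 and Klf4 were higher in 7 of 7 rats than in any control rat, Sik1 in 6 of 7 and Btg2 in 5 of 7. The 2-sided exact permutation test on log2 CPM gave p = 0.000583 for Apold1 and Klf4, p = 0.00117 for Atf3, p = 0.00175 for Sik1 and p = 0.0035 for Btg2. These exact tests compare groups that also differ in batch, on genes that the paper picked on the same rats.

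**Figure D3:**
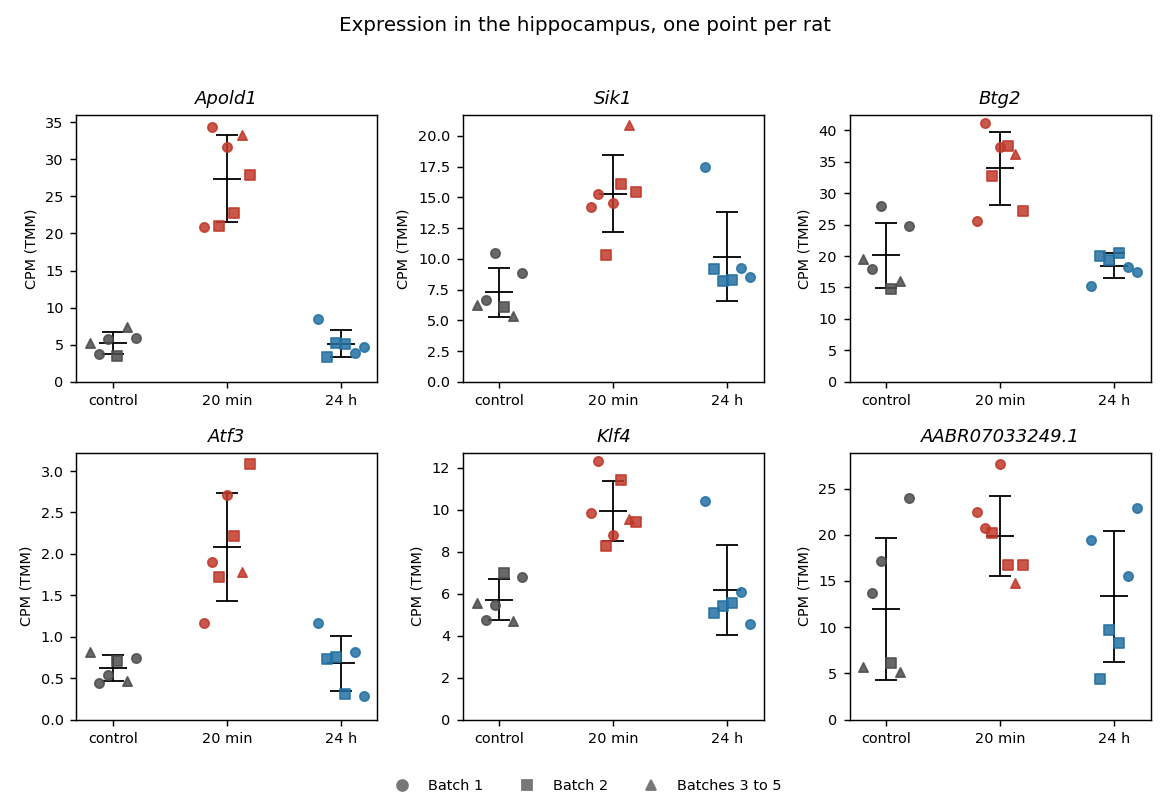
TMM-normalized CPM of Apold1, Sik1, Btg2, Atf3, Klf4 and AABR07033249.1 in each rat of the control, 20-m and 24-h groups. Points are rats, their shape gives the batch, and the bars show the mean and SD. Apold1 lies between 20.9 and 34.4 CPM in the 20-m group.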

A similar situation can be observed in (von Ziegler et al.^20^). In this work, multiomic profiling was performed on the hippocampi of mice, subjected to a forced swimming stressor at several time points. Despite numerous methodological differences (the biological difference between mice and rats probably being the most important one), the genes *Fos*, *Dusp1*, *Sik1*, *Btg2*, *Atf3*, *Apold1*, *Cyr61*, *Klf2*, *Klf4*, and *Ier2* and their mouse orthologs, respectively, are up-regulated shortly after exposure to the forced swim test in both our own (20 min after the end of the FST) transcriptomic profiling and that of von Ziegler et al. (45 min after the beginning). It is worth noting that, at the latest time point (4 h) in the Ziegler study, the expression of these genes returns to the baseline level, which is consistent with our own measurements at 24 h after the FST.

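In the 24-h group, Dusp1 was at 9.91 ± 1.72 CPM (SD, n = 6 rats) and Fos at 6.51 ± 2.30 CPM. Apold1 was at 5.14 ± 1.79 CPM and Ccn1 at 0.699 ± 0.366 CPM. The transcription factors Klf2, Klf4 and Atf3 were at 6.47 ± 1.38, 6.19 ± 2.15 and 0.677 ± 0.336 CPM. Btg2 was at 18.5 ± 1.93 CPM, Zfp36 at 5.27 ± 0.99 CPM and Sik1 at 10.2 ± 3.62 CPM. Against the 6 control rats, 2-sided exact permutation tests on log2 CPM gave p = 0.519 for Dusp1, p = 0.792 for Fos, p = 0.511 for Klf2, p = 0.595 for Ccn1 and p = 0.855 for Apold1. Zfp36 had p = 0.182 and Sik1 p = 0.0498 in the same exact test, and p = 0.0875 and 0.125 when labels were exchanged within batches. Ier2 was not analysed by name here, because the identifiers that could be paired with names did not settle its row.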

We have found two studies using microarrays to find changes in brain transcriptome after the FST, including changes in the hippocampus. In this study, 1298 DEGs were detected, which were almost two orders of magnitude higher than in our data^21^ However, these DEGs were expressed insignificantly differentially, which makes comparison with our data incorrect, as we reported only genes that were significantly deferentially expressed after FDR correction.

Similarly, no mention of multiple hypothesis correction can be found in the article (Yamamoto et al.^22^), although in this case a different choice of examined tissue (from the cerebellum and PFC versus hippocampus) has further complicated the comparison. No common DEGs could be found between our results and those reported in this paper.

In many studies, the FST was considered a model of depression and passive animal behavior observed during the test was considered “depressive.” Several articles have criticized the use of FST as a model of depression. An argument used in these works was that passive behavior recorded during the test was adaptive, as the animal recognizes that escape attempts are futile^5,23^. These hypotheses about animal response are consistent with our results; e.g. a transcriptomics analysis of hippocampus tissues from the brains of rats subjected to the FST detected 14 DEGs 20 min and no DEGs 24 h after the test. These results would be expected if the working hypothesis was that animals are not in a depressive state, but simply learn a new adaptive behavior. In contrast, the detection of DEGs 20 min after the test suggests the possibility of using the FST model for the examination of the impact of acute stress on the brain transcriptome.

The amygdala, prefrontal cortex (PFC), and hippocampus appear to be the most promising regions in the brain for the investigation of stress effects on the transcriptome level. The presence of glucocorticoid and mineralocorticoid receptors (GRs, MRs) in these three brain regions is well documented^24^. Neurons in all these regions are affected by remodeling due to stress effects^24^. Therefore, we have decided to use the hippocampus for transcriptome profiling and then confirm the differential expression of several DEGs revealed by transcriptome profiling in both the PFC and hippocampus.

The inhibitory effects of stress and cortisol (CORT) on hippocampus-based memory are widely known^25,26^. Long-term potentiation was also shown to be inhibited under the effects of stress^27,28^. It is worth noting that the effects of cortisol on potentiation and memory are dose-dependent and biphasic: small doses improve memory based on the hippocampus and long-term potentiation, while the effect of high doses is the opposite^29,30^. Furthermore, prolonged stress exposure led to decreased hippocampus volume^31^.

Similarly to hippocampus-based memory, PFC-based working memory is also affected by cortisol and stress in a dose-dependent biphasic manner. Acute stress also improves working memory^32^, and chronic stress inhibits it^33^. Stress exposure causes changes in the morphology of pyramid neurons in the PFC^34^. According to fMRI imaging, individuals under a high level of stress exhibited reduced functional connectivity in brain circuitry, including the PFC^35^.

We performed GO term enrichment for the 14 detected DEGs (Table 1). Due to the low overall number of DEGs detected, even significantly enriched terms had no more than two associated DEGs. Therefore, it was difficult to evaluate the relevance of these terms, especially “gluconeogenesis,” for which two genes represented only 4.6% of all the genes associated with the term. However, the terms GO:0036003 and GO:0071499 are tangentially relevant to stress and may deserve attention. It is also worth noting that the term GO:0071499 (cellular response to laminar fluid shear stress) can be linked to acute stress through common effector mechanisms, i.e. mitogen-activated protein kinases (MAPKs)^36^, the functions of which are highly affected by *Dusp1*, one of the detected DEGs. Additionally, for all 14 detected DEGs, we built two interaction networks including relation to neuronal cells (Fig. 1) and known interactions from the literature (Fig. 2). Moreover, we built a coexpression-based network of interacting genes using transcriptomic profiles (Fig. 3). The genes common between these three networks were chosen for further examination: *Dusp1*, *Fos*, *Klf2*, *Ccn1*, and *Zfp36*.

*Dusp1* is a dual-specificity phosphatase that belongs to a family of phosphatases that inactivate MAPKs, a family of key regulators of cellular processes and the immune response^37^. Based on the literature data, *Dusp1* overexpression appears to be connected to both acute and chronic stress. Meta-analysis of microarray transcriptomic data has showed that *Dusp1* expression was consistently regulated by glucocorticoids^38^. Even in the absence of glucocorticoids, restraint stress by itself leads to the induction of *Dusp1* expression in the hypothalamic paraventricular nucleus and anterior pituitary of adrenalectomized mice^39^. Treatment with dexmedetomidine attenuates both stress-induced liver injury and *Dusp1* overepxression in mice, subjected to acute stress^40^. A similar result, i.e. alleviation of the pathologic phenotype and overexpression of *Dusp1*, has also been shown in a mouse model of learnt helplessness after deep transcranial magnetic stimulation^41^. *Dusp1* is also overexpressed in models of depression caused by chronic pain, and mild, unpredictable, and periodic photostimulation. Intake of a Dusp1 antagonist and local silencing or knockout of Dusp1 alleviated depressive behavior in these models^42^. *Dusp1* was found to be overexpressed in the hippocampus^41,43–45^ and ventrolateral orbital cortex^46^ of rats and mice, subjected to chronic stress. *Dusp1* was also overexpressed in gastric tissues of rats with stress-induced gastric ulcer^47^.

*DUSP1* overexpression also appears to be involved in depression. An increased amount of DUSP1 in blood plasma is associated with depression in women^48^. *DUSP1* is overexpressed in postmortem tissues of the subregions of the hippocampus in patients with major depressive disorder (MDD)^45^. *DUSP1* expression in the blood of patients with MDD is reduced after transcranial magnetic stimulation, a treatment that also alleviates symptoms of depression^49^.

It can be concluded that overexpression of *DUSP1* is central to the physiology of stress. Overexpression of *Dusp1,* linked to a depressive-like phenotype, is a common feature of various rodent chronic-stress-based models of depression. Our data demonstrated there to be *Dusp1* overexpression in the hippocampus and PFC of rats subjected to the FST.

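Dusp1, the phosphatase that ends MAP kinase signalling, rose in the hippocampus 20 min after the FST. The difference from control rats was 1.61 in Batch 1, 1.82 in Batch 2 and 1.95 in Batches 3 to 5 on the log2 CPM scale. The 95% confidence interval of its log2 fold change in edgeR was 1.32 to 2.07 (n = 7 and 6 rats). Left out 1 at a time, none of the 19 rats ended its call, and the log2 fold change stayed between 1.58 and 1.81. With Batch 1 alone, 3 rats per group, the adjusted p was 0.133 in edgeR. Prefrontal cortex was not analysed here.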

*Fos* is a gene that encodes the immediate early response transcription factor c-Fos. It’s expression is induced as part of an activity-regulated gene expression program in response to various stimuli. It is widely regarded as a marker of neuronal activity^50,51^. Therefore, *Fos* induction as part of the stress response is not a specific reaction to stress, which is well documented in the literature. A comprehensive review of all studies on *Fos* induction in response to stress is beyond the scope of this paper. Therefore, we decided to focus on studies that illustrate the specificity of the connection between *Fos* and stress.

Stress induces *Fos* expression in several regions of the brain involved in stress reaction and regulation of the stress—the hippocampus^52–56^; hypothalamus, amygdala, and nucleus accumbens^52–54,56–60^; HPA-axis^58^; and PFC^53,57,61^. Ingestion of antidepressants and anxiolytics reduces the induction of *Fos* expression. c-Fos is expressed in response to electroshock tests in rodents, and during presentation of the environments in which these tests occurred. Introduction of diazepam reduces induction of this expression^62^. Clozapine restores normal social interactions in rats subjected to acute restraint stress and reduces *Fos* expression in several parts of the brain^53^. Short-term fluoxetine treatment reduces *Fos* expression in the lymbic system of rats subjected to acute forced restraint stress^59^. It is worth noting that the dynamics and localization of Fos induction may be sex-dependent^55,63^. Therefore, common experimental designs using exclusively male rodents (as in our study) may be flawed or limited.

Overexpression of Fos in the hippocampus of rats subjected to the FST may evidence the commonality of the molecular mechanisms of various acute stress models. It is also worth noting that forced swimming and restraint stress induce similar levels of GR/MR binding to the glucocorticoid-responsive elements of specific stress related genes in hippocampus^64^. This commonality makes the FST potentially very useful for research into the molecular mechanisms of stress, considering how easy to conduct and standardize it is.

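Fos, the immediate early gene used as a marker of neuronal activity, was higher in the 20-m group than in control rats in each batch. The difference was 0.91 in Batch 1, 1.87 in Batch 2 and 1.47 in Batches 3 to 5 on the log2 CPM scale. The 95% confidence interval of its log2 fold change was 0.74 to 1.77 (n = 7 and 6 rats), while its adjusted p over all genes did not pass. DESeq2 gave an adjusted p of 0.00156, limma after ComBat with the groups protected one of 0.0104, and over all 16 other settings of tool, batch, filter and samples the adjusted p ran from 0.00156 to 1.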

Klf2, another DEG in our data, is a gene from the Krüppel-like factor family, i.e. DNA-binding transcription factors with zinc finger motifs. The genes of this family participate in the facilitation of different cellular functions. Klf2 plays a role in such cellular processes as inflammation and functioning of the immune system and participates in the differentiation of various cell types^65^.

It has been shown previously that multihit early life adversity causes differential expression of *Klf2* in mice. Interestingly, there is another gene that is regulated in a sex-dependent manner, and the direction of its significant differential expression is opposite in males and females^66^. Our data indicate that there may be a connection of overexpression of this gene with acute stress.

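Klf2, a transcription factor of endothelial and immune cells, differed between the 20-m group and control rats by 1.15 in Batch 1, 0.80 in Batch 2 and 1.13 in Batches 3 to 5 on the log2 CPM scale. The 95% confidence interval of its log2 fold change was 0.64 to 1.51 (n = 7 and 6 rats), while its adjusted p from edgeR over all genes did not pass. Of 16 other settings of tool, batch, filter and samples, 4 called Klf2, with adjusted p-values from 0.00205 to 0.548 over all of them.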

Cysteine-rich angiogenic inducer 61 (*Cyr61/Ccn1*) belongs to the CCN family of genes, a group of regulatory genes connected by a common multimodular organization^67^. Ccn1 was first discovered as an immediate early response gene induced by growth factors^68^. It participates in a multitude of cellular processes, such as angiogenesis, cellular adhesion, proliferation, and migration. Various stressors, such as hypoxia, mechanical stretching, and UV light, induce the expression of this gene. *Cyr61* is up-regulated in various animal models, such as asthma, lung fibrosis, hyperoxia, and ventilator-associated lung injury^69^.

Dieckmann et al. published a study, in which they investigated the potential effects of early childhood adversity on adults. In this study, they compared the transcriptomic profiles of blood monocytes from adults who suffered from early childhood adversity and matched controls 3 h after exposure to a stressful event. In that study, *CYR61* was found among significantly overexpressed genes^70^*.*

Cyr61 expression has previously been shown to increase significantly increased in the neocortex of mice by both restraint stress and intake of FG7142, which is a partial inverse agonist of benzodiazepine receptors that mimics the physiological and neurochemical changes induced by stressful stimuli^71^. In both cases, the mice were sacrificed an hour after exposure. In the same study, *Btg2* and *Fos* were also overexpressed after both stress exposure and FG7142. These two genes were also overexpressed in our study. This could be understood as a demonstration of the commonality of molecular mechanisms involved in stress, caused by FST and other classic stress models, such as restrain stress. This underlines the role of these three genes in the early response to stress.

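Btg2, which slows cell division and promotes deadenylation of mRNAs, differed between the 20-m group and control rats by 0.55 in Batch 1, 1.10 in Batch 2 and 1.03 in Batches 3 to 5 on the log2 CPM scale. The 95% confidence interval of its log2 fold change was 0.45 to 1.07 (n = 7 and 6 rats). Fos exceeded every control rat in 7 of 7 rats of the 20-m group, whereas rats 1 and 12 had Btg2 within the range of control rats. Neither gene passed the adjusted p over all genes in edgeR, and 5 of 16 other settings of tool, batch, filter and samples called Btg2 and 6 of 16 called Fos.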

The last DEG of particular interest encodes Zfp36, also known as tristetraprolin, which is a transcription factor with a zinc finger motif. This protein is an RNA-binding protein that plays a role in various cellular processes, namely differentiation, proliferation, carcinogenesis, and many others^72^. A study performed using the orbitofrontal cortex brain tissues of suicide victims showed the overexpression of *ZFP36*^73^. However, further studies were unable to confirm that there is a connection between a single-nucleotide polymorphism (SNP) of this gene and suicidal behavior^74^. We have detected an overexpression of this gene in the brains of rats subjected to the FST, which implies a connection between changes in the expression of this gene and stress. 

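Zfp36, which shortens the life of mRNAs with AU-rich elements, rose in the hippocampus 20 min after the FST. The difference from control rats was 1.26 in Batch 1, 0.92 in Batch 2 and 0.95 in Batches 3 to 5 on the log2 CPM scale. The 95% confidence interval of its log2 fold change in edgeR was 0.81 to 1.43 (n = 7 and 6 rats). Left out 1 at a time, none of the 19 rats ended its call. With Batch 1 alone the adjusted p was 0.12 in edgeR.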

The potential link between stress, *ZFP36* overexpression, and suicidal behavior may be an important topic for further investigation.

Intergenic interactions among DEGs are also of interest, in particular, the effect of differential-expression transcription factors on the overexpression of other genes. As is shown in Fig. 2, according to data in the literature, many of these genes have a negative impact on the expression of their target genes; however, in our results, all of these genes were overexpressed simultaneously. 

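The genes of Supplementary File 1 with higher levels at 20 min were also high together within single rats. Of these 11 genes, rat 6 of the 20-m group had all 11 above the highest control rat. Rats 2, 7 and 10 had 10, with only AABR07033249.1 within the control range. Rats 1 and 5 had 9, where rat 1 also lacked Btg2 and rat 5 Sik1. Rat 12 had 8, and lacked Btg2 and Klf2 as well. In the 24-h group, rat 13 had 4 genes above every control rat (Sik1, Atf3, Apold1 and Klf4), rat 15 had 2 (Fos and Zfp36), rat 17 had 1 (Klf2), and rats 14, 18 and 19 had 0. The study chose these genes on the same rats, so their number in the 20-m group is not independent evidence.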

Using the reconstruction of transcriptional regulatory network inference (RTNI) method, we attempted to recreate the networks of mutual effects on the expression of our DEGs (Fig. 3). In the RTNI analysis, we used all the expression data for all genes. Pathway Studio only worked with DEGs that were previously annotated. 

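Within the 20-m group alone, the pairs of Ccn1 with Klf2, Ccn1 with Zfp36, Klf2 with Zfp36 and Klf2 with Dusp1 correlated across 7 rats. They were the 4 of 15 pairs with an adjusted p under 0.05 in exact permutation tests of Pearson's r. Fos, the AP-1 subunit, was in none of these pairs. The median r of the 15 pairs was 0.442 in the 20-m group, 0.238 in the 24-h group and 0.624 in control rats. In the 24-h group and in control rats, 0 pairs passed the adjusted p of the exact permutation test, and 1 pair in each had an unadjusted p under 0.05. Batch was not removed within groups, and 6 or 7 rats leave each r with a wide error.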

Our results appear to confirm a close interaction among *Dusp1*, *Fos*, *Klf2*, *Ccn1*, and *Zfp36*. Preexisting literature data based on the pattern of coexpression support the assumption of the importance of this group of genes for developing acute stress at the molecular level.

## Materials and methods

### FST model

This study was conducted with male Sprague Dawley (SD) rats. Rats weighing 140–210 g at the beginning of the experiment were divided into three groups: a control group, a group that would be decapitated 24 h after the FST, and a group that would be decapitated 20 min after the FST (*n* = 8 animals each). The experimental work was carried out in accordance with the *Guide for the Care and Use of Laboratory Animals*^75^ and was approved by the Ethics Committee of the Institute of Molecular Genetics of the Russian Academy of Sciences. On the first day of the experiment, animals from the first and second experimental groups were placed for 15 min in a cylinder with a diameter of 20 cm and a height of 45 cm that was filled with water at a temperature of 24–25 °C water up to the 30-cm mark (pretest). On the second day, the animals were placed in the cylinder for 5 min (test). Twenty minutes after the second session, the animals in the first experimental group were decapitated. The animals of the second group were decapitated 24 h after the test.

The study was conducted and reported in accordance with the ARRIVE Essential 10 guidelines ^76^.

#### Randomization and blinding

Animals were weighed, and their sucrose preference was measured immediately after their arrival to IMG vivarium and 2 weeks before the FST. These measurement points are called the “first time point” and “second time point” (_1 and _2 in Supplementary File 3).

The animals were randomly divided into groups at second time point using the following procedure:

1. Animals were randomly divided into groups (sample() command in R programming language)
2. The Kruskall–Wallis one-way ANOVA test was used to ensure that groups are not significantly different in sucrose preference and food consumption. If there was a significant difference, the procedure (kruskall.test() command in the R programming language) was restarted.

The same procedure was used to select animals for sequencing, albeit with selection of subgroups of full groups.

Blinding was present during the handling of the animals prior to treatment. Blinding during the carrying out of the experiment, data analysis, and outcome assessment are not applicable to our experiment design. Full data describing the groups can be found in Supplementary File 3.

### RNA isolation

The hippocampus and prefrontal cortex were dissected from the whole brain. The dissection took no more than 10 min per animal. Samples were flash frozen, homogenized a using rotor homogenizer, and then soaked in RNA-later buffer (Thermo Fisher Scientific).

Total RNA was isolated from a 10-mg sample of tissue from the frontal cortex (F) and hippocampus (H) of the brains of rats. Total RNA isolation was performed from the rat brains for expression analysis of individual genes for each individual animal. Total RNA isolation was conducted using a Direct-Zol RNA Mini-Prep Kit (Zymo Research) according to the manufacturer's recommendations. The concentration of isolated total RNA was measured using a Quant-iT RNA BR Assay Kit and a Qubit fluorimeter (Invitrogen). RNA quality was monitored using an Experion automated electrophoresis system (Bio-Rad Laboratories). The RNA quality index, measured using BioAnalyzer (Agilent), was higher than 8.5 in all samples.

Whole-transcriptome analysis was performed using samples of tissue isolated from hippocampus of the rats brain. For this purpose, 5 mg of brain tissue were taken from each of the 8 animals in each group (the control group, the group decapitated 20 min after the FST, and the group decapitated 24 h after the FST).

### RNA sequencing

A polyA fraction of RNA was extracted from total RNA for RNA-seq. Sequencing libraries were prepared using a NEBNext® mRNA Library Perp Reagent Set (NEB, United States). Sequencing was performed using HiSeq1500 (Illumina, United States). Read counts per sample can be found in Supplementary File 4. RNAs of six (FST 24 h, control) or seven (FST 20 min) animals from each group were sequenced.

### RT-qPCR

Gene-expression analysis was conducted using a reverse-transcription (RT) reaction and real-time quantitative PCR (qPCR) with TaqMan probes. Single-stranded DNA was synthesized using 500 ng of total RNA, 100 ng of *Escherichia coli* tRNA as a carrier^77^, specific primers, and an OT-1 kit for reverse transcription (Syntol) according to the manufacturer’s recommendations. Each RT reaction was performed in triplicate. Sequences of gene-specific primers and probes are presented below.

Ccn1-for 5′-CAAGGGGCTGGAATGCAATTTC

Ccn1-rev 5′-CCGTTCTGGTAGATCCTGGAGTTA

Ccn1-probe 5′-VIC- AGGGATCTGCAGAGCTCAGTCAGAAGGCA-BHQ2

Fos-F 5′- GGGACAGCCTTTCCTACTACC

Fos-R 5′- TGGCACTAGAGACGGACAGA

Fos-P 5-VIC- CCAGCCGACTCCTTCTCCAGCATG-BHQ2

Dusp1-F 5′- GCTGAGTACTAGTGTGCCTG

Dusp1-R 5′- GTCGAGCATATCTTTCCGGG

Dusp1-P 5′-VIC- CTTCCTGTACCTGGGCAGTGCTTA-BHQ2

Klf2-F 5′- CGGCAAGACCTACACCAAGAG

Klf2-R 5′- GCCGTCCCAGTTGCAATGATA

Klf2-P 5′-VIC- CTCACCTGTGTGCGTCCTCAGATGCG-BHQ2

Zfp36-F 5′- CGACTGTCGGTCTCTTCTCCA

Zfp36-R 5′- GACTCAGTTCCTCCGTGGTC

Zfp36-P 5′-VIC- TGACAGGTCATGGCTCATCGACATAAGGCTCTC-BHQ2

Psmd6-F 5′-CTGGGAGAAAGTGAAATTCGAGATG

Psmd6-R 5′-GGCCACAGTCTTATCATATGTCTTG

Psmd6-P 5′-VIC-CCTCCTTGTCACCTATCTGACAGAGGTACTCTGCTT-BHQ2

Sars-F 5′-ACCCAGCCCTCATTCGAGAG

Sars-R 5′-TCAGCTTGTTCAAGTTGTCTGC

Sars-P 5′-VIC-CGTCGCCACTCGCTGTCTGCCTTCAC-BHQ2qPCR was performed using cDNA, which was diluted 50 times in an aqueous solution of *E. coli* tRNA. One hundred nanograms of the carrier^77^, PCR reagents (Syntol), and a StepOnePlus System (Applied Biosystems) were then added to each reaction tube. Thermal cycling was performed as follows: (1) 600 s at 95 °C and (2) 45 cycles: 5 s at 95 °C followed by 10 s at 60 °C. qPCR was replicated three times for each cDNA. Psmd6 and Sars transcripts were used as references to normalize gene-expression data.

### Statistical analysis

The sequences of the primers and probes for expression analysis of the chosen genes *Ccn1*, *Dusp1*, *Fos*, *Klf2*, and *Zfp36* and reference genes *Psmd6* and *Sars* were designed using Beacon Designer 7.0 software (Premier Biosoft International).

Relative levels of the transcripts in the experimental groups were calculated as R = 2^(– ΔΔCt)^78^. The levels of the transcripts studied in the control group were set as 1. The significance of group differences was evaluated using the nonparametric Kruskall–Wallis test in the R programming language.

### RNA-seq data analysis

Ambiguous and low-quality bases were removed from FASTQ files using AdapterRemoval V2^79^.

Trimmed files were aligned to transcriptome obtained from an Rnor 6.0 assembly of rat genome and Rnor 6.0.93 gene annotation using the RSEM^80^ command rsem-prepare-reference with the –star option to also generate STAR indices^81^.

Alignment was performed using STAR and RSEM through the command rsem-calculate-expression with the –star option. Obtained pseudocounts were normalized using TMM algorithm normalization from the R “edgeR” package, command “calcNormFactors”^82^ and CPM algorithm from the R “limma” package, and “voom” command^83^. Mapped reads per sample and mapping percentages can be found in Supplementary File 4. PCA was conducted in order to identify potential outliers and batch effects. Plots of first four PCs can be found in Supplementary file 5.

A batch-effect correction was performed using the ComBat command from the R package “sva”^84^.

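Batch correction bears on how many of the early response genes are called. With batch as a term of the model, edgeR and limma voom each called 6 genes at 20 min. DESeq2, also without ComBat, called 15 genes and 11 of the 13 identifiers, so the number called differs between tools as well. When voom values were corrected by ComBat with the groups protected and then fitted by limma without a batch term, all 13 identifiers of Supplementary File 1 passed both thresholds. Btg2 then had an adjusted p of 0.00828, Atf3 one of 0.00788, Klf4 one of 0.0104 and Klf2 one of 0.0121, all from limma. With ComBat run without protecting the groups, 9 of the 13 passed. Klf2, AABR07033249.1, ENSRNOG00000032585 and ENSRNOG00000053462 did not. The paper chose this list with the same sequence of steps on these rats. In simulated data the sequence with protected groups put 223 genes past the adjusted p alone, and 49 of these were unchanged genes. The share of unchanged genes past both thresholds was not counted. Of 100 splits of the rats that ignore batch, with the real one included, 5 called at least as many genes as the real groups, again counting the real one. Splits within batches were not run for this sequence. With no batch correction, 7 genes were called in edgeR. The paper does not state whether the groups were protected.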

To detect differentially expressed genes, normalized reads were processed with the command (estimation of mean-dispersion ratios, determination of weights of observations), “lmFit” (creating a linear model describing the observations) and “eBayes” (determining the parameters of the aforementioned model) from the “limma” R package^83^.

Downstream analysis was performed on DEGs that were defined as genes in which the FC between control and experiment was higher than 1.5 and the *p* value of a moderated *t* test performed by limma with FDR multiple test correction was less than 0.05.

Raw and processed data can be accessed in the Gene Expression Omnibus, accession number GSE162524.

### GO term enrichment

Gene ontology term enrichment^85^ was performed using the ClueGO v. 2.5.3^86^ and Cluepedia v. 1.5.3^87^ apps for Cytoscape v. 3.6.1.

Terms were determined to be significantly enriched with the help of a hypergeometric enrichment test with correction of FDR (*p* < 0.05) with at least two genes related to the term. Terms were grouped by ClueGo based on the amount of common genes (> 50%).

### Gene networks

Gene-interaction networks were constructed using Pathway Studio® v. 12.1.0.9 (Elsevier, Netherlands).

Target genes and transcription-factor interaction networks were constructed using the R package “RTN”^88,89^, according to the developer’s recommendations. A description of the used code and commands can be found in Supplementary File 2.

## Conclusions

In our study, the transcriptome of hippocampus tissues derived from rats subjected to FST 20 min and 24 h after the test was examined. We identified significant changes in the transcription of 14 genes in the 20-min group, but not in the 24-h group, which demonstrated that the hippocampus transcriptome was affected by an immediate stress reaction after the FST, which subsides over the following 24 h.

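The change from 20 min to 24 h was tested directly, as the difference between the 20-m and 24-h groups. Apold1, the endothelial early response gene, was higher at 20 min by 2.34 on the log2 scale (standard error 0.18, adjusted p = 1.08e-06 from edgeR). Ccn1 was higher by 3.49 (standard error 0.374, adjusted p = 0.000121 from edgeR) and Dusp1 by 1.51 (standard error 0.176, adjusted p = 0.000283 from edgeR). Btg2, the antiproliferative gene, was higher by 0.89 (standard error 0.147, adjusted p = 0.024 from edgeR). This call was kept in 13 of 19 fits with a rat left out, and lost without rat 5, 6 or 7 of the 20-m group or rat 13, 18 or 19 of the 24-h group, at adjusted p-values of 0.0597 to 0.0996 in edgeR and log2 differences of 0.82 to 0.89. With Batches 1 and 2 alone, the batches that hold both groups, the adjusted p for Btg2 was 0.0708 in edgeR at a log2 difference of 0.86. ENSRNOG00000005634, which is not in Supplementary File 1, was higher by 0.81 (standard error 0.11, adjusted p = 0.0022 from edgeR), and by 0.74 without a batch term (adjusted p = 0.0941 from edgeR) and 0.62 with Batch 1 alone (adjusted p = 0.462 from edgeR). In these 5 genes every rat at 20 min exceeded every rat at 24 h (exact permutation test, 2-sided, p = 0.000583), though these genes were picked by a test on the same rats.

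Zfp36 (log2 difference 0.74), Atf3 (1.59) and Fos (1.16) had adjusted p-values of 0.0778, 0.0778 and 0.0801 from edgeR. Klf2 (0.87) and Klf4 (0.70) had an adjusted p of 0.124 and Sik1 (0.59) one of 0.213. In all, 5 genes were higher and 0 lower at 20 min in edgeR, with 1001 higher and 924 lower at an unadjusted p under 0.05. DESeq2 called 16 higher and 11 lower. Ccn1 was not among these, because DESeq2 gave it a log2 difference of 3.50 without an adjusted p. On the summed rats limma voom called 5 higher and 0 lower, and on the 25 libraries with the batches as a block 11 higher and 8 lower. Limma after ComBat with the groups protected called 24 in each direction. Without rat 2 of the 20-m group edgeR called 9 genes, 6 higher and 3 lower. The 24-h group has no rat in Batches 3 to 5.

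The paper reasons from the DEGs found against control rats in the 20-m group and their absence in the 24-h group. From this it concludes that the FST sets off an immediate reaction in the hippocampus, which fades within the following day.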

A bioinformatics analysis of these genes revealed a group of interacting DEGs, namely, *Fos*, *Klf2*, *Ccn1*, *Zfp36*, and *Dusp1*. Based on this analysis, we believe that these genes play an important role in the immediate response to stress in the hippocampus. Four of these genes were previously found to be related to the immediate or delayed effects of stress exposure, which indirectly supports our findings.

It has also been shown that some of these five genes exhibit a significant change in their expression in the PFC 20 min (*Dusp1*, *Klf2*, *Zfp36*, and *Ccn1*) and 24 h (*Dusp1* and *Fos*) after the test. This suggests that the PFC is a brain area in which a delayed response to acute stress also occurs.

Of the five aforementioned genes, *Dusp1* is especially important, as its role in the pathogenesis of depression was demonstrated in both various animal stress models and in patients with depressive disorders. The significant differential expression in the brains of rats subjected to the FST indicates a possible commonality of molecular mechanisms acting in different rodent stress models.

## Study limitations

1. Within the scope of this study we haven’t conducted a measurement of relative changes of levels of proteins, encoded by genes mentioned in conclusion. Changes in the levels of mRNA don’t necessarily lead to changes in the levels of encoded proteins, which warrants caution when interpreting the applicability of findings of this study.
2. It is worth reiterating that FST is a very difficult model/assay to interpret. Despite its widespread use for antidepressant screening, FST’s relation to depression and interpretation of immobility of rats as “depressive phenotype” is dubious. We believe that it is worth mentioning that certain DEGs that we have identified have previously were found to be linked with depressive disorders and suicidality, but despite that we would like to state once again that within this work we interpret FST as a stressor, rather than a model of depression.
3. Measurements of immobility were not taken within this study, which makes it difficult to demonstrate the impact of FST on rats’ behavior.
4. Exclusively male rats were used in this study. As it was mentioned in discussion, changes of brain transcriptome after stress and/or depression both appear to be affected by sex. This suggests that data obtained in studies that focus on male rats exclusively is incomplete.

## Supplementary Information

Supplementary Information.

## Data Availability

The datasets generated and/or analysed during the current study are available in the GEO repository GSE162524.

# Supplementary material for: Differential expression of Dusp1 and immediate early response genes in the hippocampus of rats, subjected to forced swim test
**Source:** Sci Rep. 2023 Jun 20;13:9985. doi: 10.1038/s41598-023-36611-5

## Supplementary file 1 – Full table of DEGs with logarithmic fold change and p.values

| Ensembl_gene_id    | Gene_symbol    | Gene_name                                                                          | log_fc_limma      | p.val                | p.val.adjusted       |
|--------------------|----------------|------------------------------------------------------------------------------------|-------------------|----------------------|----------------------|
| ENSRNOG00000001189 | Sik1           | salt-inducible kinase 1 [Source:RGD Symbol;Acc:69407]                              | 1.0643714667179   | 3.21745618883734e-06 | 0.00754761597631427  |
| ENSRNOG00000003300 | Btg2           | BTG anti-proliferation factor 2 [Source:RGD Symbol;Acc:2225]                       | 0.805995064632722 | 1.73573857696541e-05 | 0.0203587670589901   |
| ENSRNOG00000003745 | Atf3           | activating transcription factor 3 [Source:RGD Symbol;Acc:2165]                     | 1.42908271356901  | 7.01081563774836e-06 | 0.0109641366779231   |
| ENSRNOG00000003977 | Dusp1          | dual specificity phosphatase 1 [Source:RGD Symbol;Acc:620897]                      | 1.73378035536197  | 7.01041225124705e-09 | 4.93357762181511e-05 |
| ENSRNOG00000007830 | Apold1         | apolipoprotein L domain containing 1 [Source:RGD Symbol;Acc:1303123]               | 2.4771259296382   | 6.39494047714083e-11 | 9.00087872157572e-07 |
| ENSRNOG00000008015 | Fos            | Fos proto-oncogene, AP-1 transcription factor subunit [Source:RGD Symbol;Acc:2626] | 1.26130470692187  | 5.06418617919547e-06 | 0.010062786812168    |
| ENSRNOG00000014205 | Klf2           | Kruppel-like factor 2 [Source:RGD Symbol;Acc:1359220]                              | 1.07173127854163  | 2.38695220880938e-05 | 0.0239973945278514   |
| ENSRNOG00000014350 | Cyr61          | cysteine-rich, angiogenic inducer, 61 [Source:RGD Symbol;Acc:620763]               | 3.3357917912307   | 2.66727287876128e-08 | 0.000125139552561883 |
| ENSRNOG00000016299 | Klf4           | Kruppel like factor 4 [Source:RGD Symbol;Acc:621445]                               | 0.784834966729193 | 5.71952358773315e-06 | 0.010062786812168    |
| ENSRNOG00000032585 | AABR07048992.1 |                                                                                    | -3.59397359572471 | 2.9419726085918e-05  | 0.0276055096439531   |
| ENSRNOG00000032585 | RF00397        | predicted gene, 26397 [Source:MGI Symbol;Acc:MGI:5456174]                          | -1.03970975411185 | 4.5962404176868e-05  | 0.034048465199443    |
| ENSRNOG00000053462 | Irf2           | immediate early response 2 [Source:RGD Symbol;Acc:1359581]                         | 1.01964460179399  | 1.83977627841372e-07 | 0.000517897022373461 |
| ENSRNOG00000055160 | AABR07033249.1 |                                                                                    | 0.903000755697468 | 3.86043628330413e-05 | 0.033959775429691    |
| ENSRNOG00000058388 | Zfp36          | zinc finger protein 36 [Source:RGD Symbol;Acc:620722]                              | 1.11665725470846  | 6.70837896713499e-08 | 0.000236051084906062 |

## Supplementary file 2 Code for running RTNI for R language

```
#These lines import required libraries
suppressMessages(library(RTN))
suppressMessages(library(biomaRt))
suppressMessages(library(limma))
suppressMessages(library(edgeR))

#This line imports rat mart to be used with getBM queries further
mart_gene_names<-
useDataset("rnorvegicus_gene_ensembl",mart=useMart("ENSEMBL_MART_ENSEMBL"))
#Path to the location of file with by sample raw counts
expression<-c("/media/ivan/DS1/data_storage/count_matrixes/fst_rsem_raw.txt")
#Load the data with by sample raw counts
expression_df<-as.matrix(read.table(expression))

#Create DGElist from counts matrix. Add 1 to every cell in the matrix to avoid error with log(0)
going forward.
dge <- DGEList(counts=(expression_df+1))
#Apply TMM normalization to DGElist
dge <- calcNormFactors(dge, method="TMM")

#Apply CPM normalization to DGElist
expr_logcpm_df<-log(cpm(dge),base=2)

#Get external gene names and descriptions from ensembl gene name. This is done in order to make
graph more readable on the output
expression_gene_names_query<-
getBM(values=rownames(expression_df),filters=("ensembl_gene_id"),attributes=c("ensembl_gene
_id","external_gene_name","description"),mart=mart_gene_names)
expression_gene_names_query[,2]<-make.unique(expression_gene_names_query[,2])

#Use unique gene names to link back later to gene descriptions and ensembl name.
rownames(expr_logcpm_df)<-expression_gene_names_query[,2]
rownames(expression_gene_names_query)<-expression_gene_names_query[,2]

colnames(expression_gene_names_query)<-c("ENSEMBLID","SYMBOL","Description")
#Path to and upload of a list of mammal transcription factors
input_tf_list<-c("/data/tf_data/rats_fst/tf_checkpoint.txt")
input_tf_df<-read.table(input_tf_list,sep="t",header=TRUE,stringsAsFactors=FALSE)

#Path to and upload of list of DEGs or expression fold changes and p.values from statistical tests
```

```

input_degs<-c("/data/rats_models_of_depression/RSEM/all/fst_20m_combat_rsem_limma_result.csv")
input_degs_df<-read.table(input_degs,sep="\t",header=TRUE,quote="",stringsAsFactors=FALSE)

#Get external gene names, descriptions and Entrez gene ids for TF factors from TF factor lists
gene_names_query_1<-
getBM(values=input_tf_df[,1],filters=("external_gene_name"),attributes=c("ensembl_gene_id","external_gene_name","description","entrezgene_id"),mart=mart_gene_names)

#Remove tf that are not present in rat genome
entrezids<-input_tf_df[(input_tf_df[,3]!="0"),3]

#Check if all TFs were found.
included<-tolower(input_tf_df[,1]) %in% tolower(gene_names_query_1[,2])
missing<-input_tf_df[!included,]
missing_aliases<-missing[,6]

#Perform additional search for the missing ones and combine it with the ones already found. This step is optional
missing_aliases<-missing_aliases[(missing_aliases!="-") & (missing_aliases!="")]
splat<-unlist(strsplit(missing_aliases,"\\\\"))
gene_names_query_2<-
getBM(values=splat,filters=("external_gene_name"),attributes=c("ensembl_gene_id","external_gene_name","description","entrezgene_id"),mart=mart_gene_names)
gene_names_query_full_output<-rbind(gene_names_query_1,gene_names_query_2)

#Filter out non degs. This step is also optional, if you have only uploaded degs
input_degs_only_df<-input_degs_df[(input_degs_df[,6] <= 0.05) &
(abs(input_degs_df[,4])>=log(1.5,base=2)),]

#Filter out TFs that are not differentially expressed
input_tfs<-input_degs_only_df[input_degs_only_df[,1] %in% gene_names_query_full_output[,1],]
#Add all zfp's from DEG lists
grepped_zfp<-grep("zfp",input_degs_only_df[,2],ignore.case = TRUE)
input_tfs<-rbind(input_tfs,input_degs_only_df[grepped_zfp,])

#Create tni object for further work
rtni <- tni.constructor(expData=expr_logcpm_df, regulatoryElements=as.character(input_tfs[,2]),
rowAnnotation=expression_gene_names_query[,c(2,1,3)])

#The tni.permutation function takes the pre-processed TNI object and returns a transcriptional network inferred by mutual information (with multiple hypothesis testing corrections).
rtni <- tni.permutation(rtni, verbose = FALSE)

#In an additional step, unstable interactions can be removed by bootstrap analysis using the tni.bootstrap function, which creates a consensus bootstrap network (referred here as refnet).
rtni <- tni.bootstrap(rtni)

#In the TN each target can be linked to multiple TFs and regulation can occur as a result of both direct (TF-target) and indirect interactions (TF-TF-target).
#The Data Processing Inequality (DPI) algorithm (Meyer, Lafitte, and Bontempi 2008) is used to

```

remove the weakest interaction in any triangle of two TFs and a common target gene,  
#thus preserving the dominant TF-target pairs, resulting in the filtered transcriptional network  
(referred here as tnet).

#The filtered TN has less complexity and highlights the most significant interactions.

```
rtni <- tni.dpi.filter(rtni)
```

#All results available in the TNI object can be retrieved using the tni.get function:

```
tni.get(rtni, what="summary")
```

```
refnet <- tni.get(rtni, what="refnet")
```

```
tnet <- tni.get(rtni, what="tnet")
```

#The inferred transcriptional network can also be retrieved as an igraph object (Csardi and Nepusz (2006)) using the tni.graph function.

#The graph object includes some basic network attributes pre-formatted for visualization in the R package RedeR (Castro et al. 2012).

```
g <- tni.graph(rtni,minRegulonSize=2)
```

```
plot(g)
```

Supplementary file 3 – table with measurements taken in order to divide animals into groups. Time point one was upon animal arrival to the IMG, time point 2 was approximately one month later, after handling, approximately two weeks before the experiment. Animals that were sequenced are highlighted in color. The control group was highlighted using green color, the group, decapitated 24 hours after FST was highlighted using blue color, and the group, decapitated 20 minutes after FST was highlighted using red color. Animals, which didn't end up being sequenced are not highlighted.

| Rat number | Group    | Weight 1 g | Food consumption 1 g | Food consumption to weight ratio 1 | Weight 2 g | Food consumption 2 g | Food consumption to weight ratio 2 | Sucrose consumption 1 ml | Water consumption 1 ml | Total liquid consumption ml | Sucrose preference 1 | Sucrose consumption 2 ml | Water consumption 2 ml | Total liquid consumption ml | Sucrose preference 2 |
|------------|----------|------------|----------------------|------------------------------------|------------|----------------------|------------------------------------|--------------------------|------------------------|-----------------------------|----------------------|--------------------------|------------------------|-----------------------------|----------------------|
| 1          | FST 20 m | 134        | 20                   | 0.144                              | 196        | 22                   | 0.116                              | 31                       | 4                      | 35                          | 0.965                | 34                       | 2                      | 36                          | 0.988                |
| 2          | FST 20 m | 144        | 19                   | 0.132                              | 209        | 24                   | 0.115                              | 44                       | 3                      | 47                          | 0.936                | 34                       | 3                      | 37                          | 0.919                |
| 3          | FST 20 m | 118        | 15                   | 0.127                              | 161        | 18                   | 0.112                              | 20                       | 2                      | 22                          | 0.909                | 21                       | 4                      | 25                          | 0.840                |
| 4          | FST 20 m | 127        | 16                   | 0.126                              | 173        | 22                   | 0.127                              | 36                       | 1                      | 37                          | 0.973                | 40                       | 2                      | 42                          | 0.952                |
| 5          | FST 20 m | 126        | 15                   | 0.119                              | 178        | 21                   | 0.118                              | 75                       | 2                      | 81                          | 0.975                | 81                       | 2                      | 83                          | 0.988                |
| 6          | FST 20 m | 111        | 13                   | 0.117                              | 163        | 18                   | 0.113                              | 61                       | 2                      | 63                          | 0.968                | 46                       | 3                      | 49                          | 0.935                |
| 7          | FST 20 m | 117        | 17                   | 0.145                              | 167        | 17                   | 0.102                              | 72                       | 6                      | 80                          | 0.900                | 17                       | 28                     | 45                          | 0.379                |
| 8          | FST 20 m | 113        | 17                   | 0.150                              | 168        | 20                   | 0.121                              | 35                       | 2                      | 37                          | 0.940                | 61                       | 2                      | 63                          | 0.968                |
| 9          | FST 24 h | 115        | 19                   | 0.165                              | 161        | 18                   | 0.112                              | 45                       | 3                      | 48                          | 0.938                | 47                       | 1                      | 48                          | 0.979                |
| 10         | FST 24 h | 118        | 19                   | 0.161                              | 168        | 17                   | 0.102                              | 45                       | 2                      | 47                          | 0.957                | 37                       | 2                      | 39                          | 0.948                |
| 11         | FST 24 h | 133        | 17                   | 0.128                              | 186        | 19                   | 0.102                              | 44                       | 15                     | 59                          | 0.746                | 67                       | 2                      | 69                          | 0.978                |
| 12         | FST 24 h | 111        | 14                   | 0.126                              | 155        | 16                   | 0.101                              | 55                       | 1                      | 57                          | 0.982                | 17                       | 6                      | 23                          | 0.690                |
| 13         | FST 24 h | 118        | 14                   | 0.119                              | 174        | 17                   | 0.098                              | 44                       | 1                      | 45                          | 0.978                | 31                       | 1                      | 32                          | 0.969                |
| 14         | FST 24 h | 123        | 16                   | 0.130                              | 178        | 17                   | 0.096                              | 68                       | 4                      | 72                          | 0.944                | 77                       | 2                      | 79                          | 0.978                |
| 15         | FST 24 h | 119        | 22                   | 0.186                              | 192        | 23                   | 0.123                              | 45                       | 2                      | 47                          | 0.957                | 33                       | 3                      | 36                          | 0.910                |
| 16         | FST 24 h | 137        | 21                   | 0.153                              | 195        | 18                   | 0.092                              | 35                       | 4                      | 40                          | 0.900                | 9                        | 16                     | 25                          | 0.380                |
| 17         | control  | 98         | 15                   | 0.153                              | 153        | 18                   | 0.118                              | 40                       | 2                      | 42                          | 0.952                | 26                       | 1                      | 27                          | 0.963                |
| 18         | control  | 113        | 16                   | 0.142                              | 161        | 17                   | 0.104                              | 60                       | 3                      | 63                          | 0.952                | 60                       | 2                      | 62                          | 0.988                |
| 19         | control  | 105        | 11                   | 0.105                              | 156        | 18                   | 0.115                              | 31                       | 8                      | 39                          | 0.795                | 17                       | 10                     | 27                          | 0.630                |
| 20         | control  | 122        | 16                   | 0.131                              | 176        | 19                   | 0.108                              | 44                       | 3                      | 47                          | 0.936                | 45                       | 1                      | 46                          | 0.978                |
| 21         | control  | 107        | 11                   | 0.103                              | 155        | 19                   | 0.123                              | 113                      | 2                      | 115                         | 0.983                | 85                       | 2                      | 87                          | 0.977                |
| 22         | control  | 107        | 11                   | 0.103                              | 157        | 16                   | 0.102                              | 41                       | 1                      | 42                          | 0.970                | 17                       | 5                      | 22                          | 0.680                |
| 23         | control  | 101        | 12                   | 0.119                              | 143        | 16                   | 0.112                              | 22                       | 2                      | 24                          | 0.917                | 29                       | 1                      | 30                          | 0.967                |
| 24         | control  | 123        | 16                   | 0.130                              | 167        | 18                   | 0.108                              | 60                       | 2                      | 62                          | 0.968                | 98                       | 2                      | 100                         | 0.989                |

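The RSEM counts behind the values given for these rats are lower than the aligned reads of Supplementary file 4. The paper's reported aligned reads run from 10784538 to 15947947 per rat, with a median of 12780104 over its 19 rows. Summed RSEM counts, on which CPM values here are based, run from 6217562 to 9032877. Between 17686 and 18601 genes had at least 1 count in a rat. The 10 genes with the most counts took 14.6% to 24.2% of the counts in the 20-m group, 15.0% to 19.4% in control rats and 15.9% to 18.9% in the 24-h group. The highest share, 24.2%, was in rat 12 of the 20-m group. Ccn1, the gene of a secreted matrix protein, had at most 12 counts in a control rat.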

Supplementary file 4 – table with a number of reads after trimming, a number of aligned reads and a fraction of mapped reads per sample.

| <b>Rat number</b> | <b>Group</b> | Trimmed reads | Aligned reads | Fraction mapped |
|-------------------|--------------|---------------|---------------|-----------------|
| 1                 | FST_20_m     | 15440765      | 13130264      | 85,04%          |
| 2                 | FST_20_m     | 16511999      | 14123949      | 85,54%          |
| 5                 | FST_20_m     | 16160364      | 13212649      | 81,76%          |
| 7                 | FST_20_m     | 16173143      | 12610203      | 77,97%          |
| 10                | FST_20_m     | 14283555      | 12528335      | 87,71%          |
| 11                | FST_20_m     | 13822909      | 11635467      | 84,18%          |
| 12                | FST_20_m     | 14283555      | 12528335      | 87,71%          |
| 14                | FST_24_h     | 16323092      | 13364753      | 81,88%          |
| 15                | FST_24_h     | 14890201      | 12618249      | 84,74%          |
| 16                | FST_24_h     | 15697813      | 12902778      | 82,19%          |
| 17                | FST_24_h     | 13198611      | 11776113      | 89,22%          |
| 18                | FST_24_h     | 15860082      | 14123786      | 89,05%          |
| 19                | FST_24_h     | 12594202      | 11083912      | 88,01%          |
| 22                | control      | 18527114      | 15947947      | 86,08%          |
| 24                | control      | 15284875      | 12780104      | 83,61%          |
| 25                | control      | 16114127      | 13210342      | 81,98%          |
| 26                | control      | 14933519      | 12918563      | 86,51%          |
| 27                | control      | 12837432      | 11026411      | 85,89%          |
| 28                | control      | 12042668      | 10784538      | 89,55%          |

Supplementary file 5 – plot of first 4 principal components from PCA. 

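The first 4 components of log2 CPM over the 13908 genes and 19 rats took 25.1%, 14.3%, 7.65% and 5.77% of the variance. Component 1 separated Batch 1, at scores of 17.5 to 31.7, from the other batches, which overlapped at -27.3 to -9.68, with 95.5% of its variance between batches and 0.35% between groups. On component 2 the groups took 26.2% of the variance and the batches 9.33%. When each gene was scaled to unit variance, the share between batches was 51.8% on component 1 and 44.1% on component 2, where the groups then took 17.2%. Rat 12 of the 20-m group lay apart on component 2, and rat 13 of the 24-h group on component 3. Rat 12 also had the lowest Ccn1, Fos, Klf2 and Zfp36 of the 20-m group, but its highest Atf3 (3.08 CPM). Rat 13 had the highest Sik1 and Klf4 of the 24-h group.

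**Figure D4:**
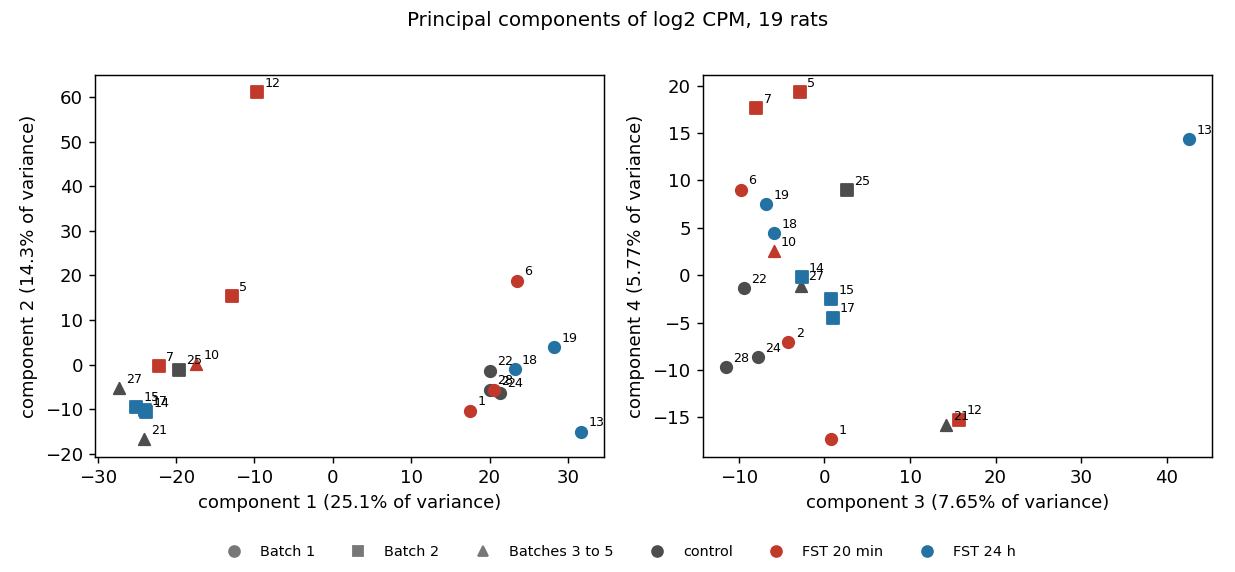
Scores of the 19 rats on components 1 and 2 and on components 3 and 4 of log2 CPM, with the share of variance on each axis. Colour gives the group, shape the batch and numbers the rats. Batch 1 lies apart from the other batches on component 1, which holds 25.1% of the variance.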

Analysis was conducted on CPM of counts per gene. PCs correspond to 22%,11%,9% and 6% (49% cumulatively) of total variance. Color denotes the batch, pch denotes the FST state.

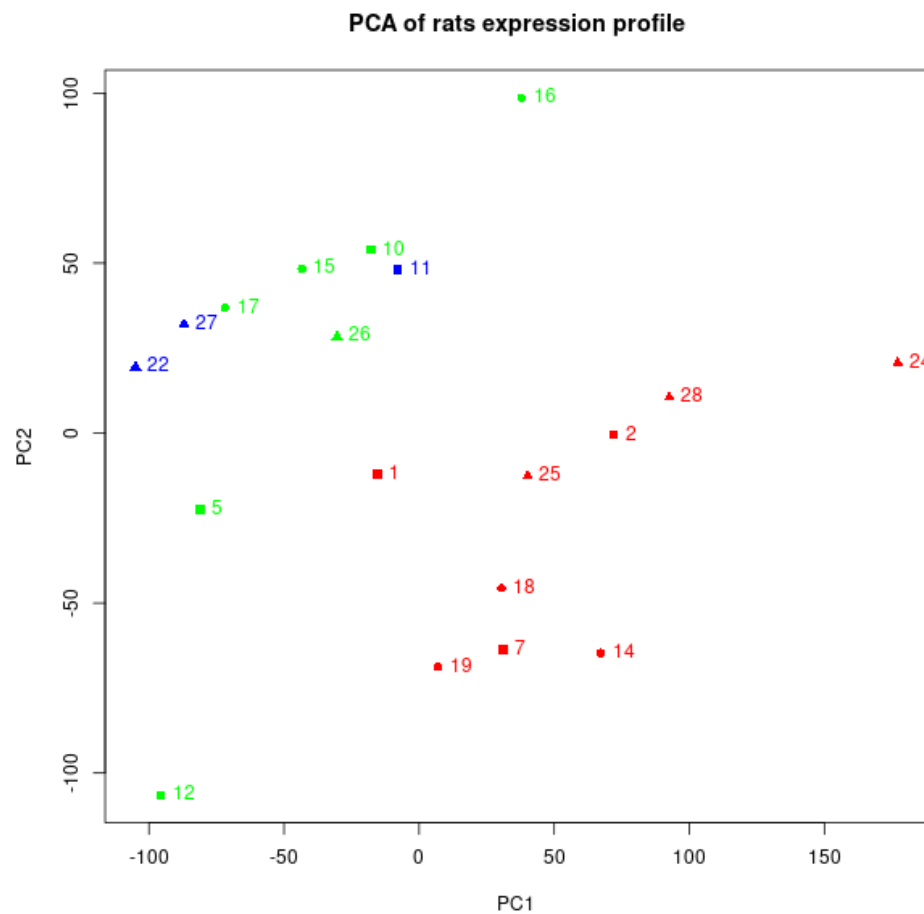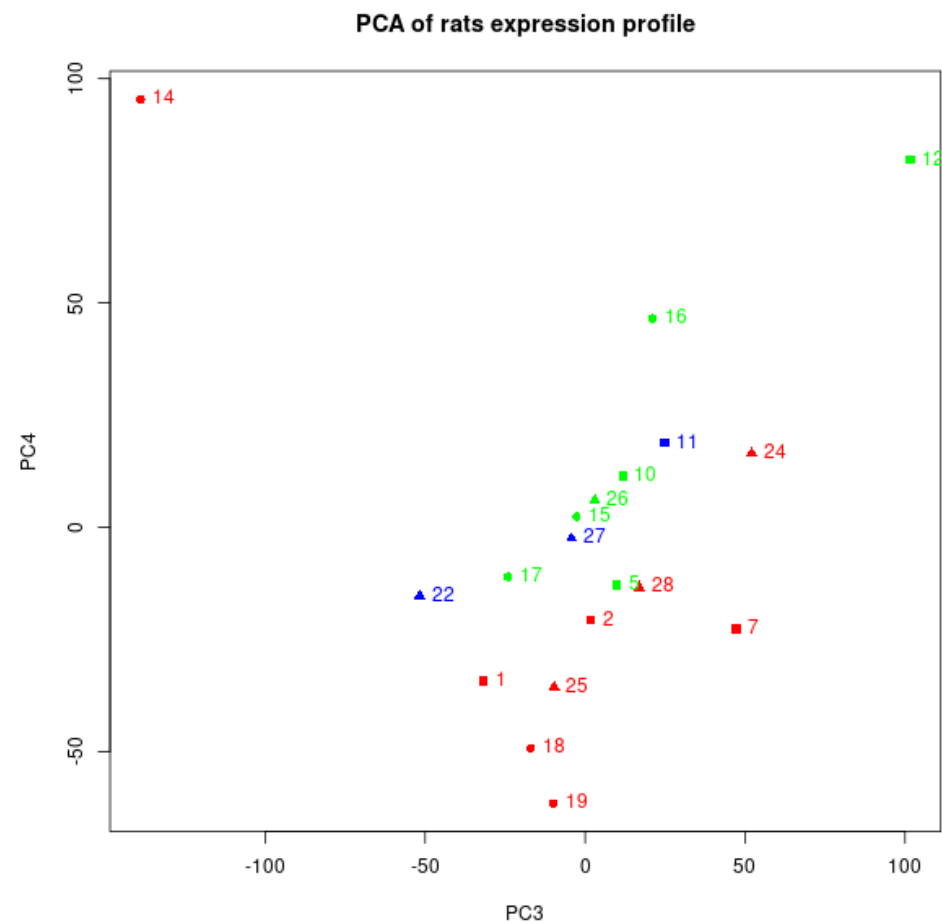

**Supplement:** Supplementary file 1 — Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

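Hippocampal RNA of 19 rats was measured by RNA-seq in 25 libraries: 7 rats killed 20 min after the forced swim test, 6 killed 24 h after it and 6 control rats. Groups, rats and batches were taken from the sample labels and set beside the paper's text. The Results give 6 rats at 20 min and the Methods 7, and all 7 were used. The labels, Supplementary file 3 and Supplementary file 4 number some rats differently, and rats are named here by the labels. The rats are separate animals. Rats 10, 21 and 27 were sequenced in 3 runs each. Across genes, runs of a rat had a Spearman's rho of 0.973 to 0.981 (median 0.979), against 0.968 to 0.974 between the libraries of control rats 21 and 27. The chi-square statistic per gene was 1.25 to 1.38 between runs of a rat and 3.11 to 3.82 between those rats. Runs of a rat were summed and counted once.

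The authors trimmed reads with AdapterRemoval V2, aligned them with STAR and deposited RSEM's expected counts, which are not normalized, for 32623 genes of the Rnor 6.0 annotation, release 93. The authors also deposited TPM values from RSEM for the same genes. Versions of STAR and RSEM are not given in the sources used here. The deposited values are not corrected for batch. For their own tests the authors applied TMM from edgeR, voom, ComBat from sva, and limma.

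Expected counts were rounded to whole numbers. Genes were kept by edgeR's filterByExpr with its defaults (minimum count 10, minimum total 15), which left 13908. The main test was edgeR's quasi-likelihood test with TMM, group and batch as terms and all 19 rats in 1 fit. Batches 3 to 5 were 1 level, since they hold runs of the same rats. Standard errors are the absolute log2 fold change divided by the square root of the F statistic, and confidence intervals are at 95%. DEGs were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5, as in the paper. Log2 CPM values have a prior count of 2. For single genes, exact permutation tests of the difference in mean log2 CPM were run over all rats and within batches. Correlations were taken between residuals after group and batch were removed, with 100000 permutations within groups. For a gene with 0 counts in a group, the fold is a bound against 3 counts over the group. Such bounds cover counting error only. Work was done in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

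Summed counts per rat were 6217562 to 9032877. At this depth the main test was tested on simulated data, with counts drawn from the real genes and 200 genes changed by known folds. For 20 min against control, 13786 genes were run. At an adjusted p under 0.05, edgeR recovered 65.7% of genes changed 1.5-fold, 78.5% of those changed 2-fold and 98.5% of those changed 4-fold. With the fold-change threshold as well, it recovered 35.8%, 78.5% and 98.5%. Of the 168 genes past the adjusted p alone, 9 were unchanged genes. For 24 h against control (13792 genes run), edgeR recovered 51.5%, 88.1% and 93.9% for the same folds at the adjusted p alone. Past both thresholds it recovered 34.8%, 88.1% and 93.9%. Of the 162 genes past the adjusted p alone, 7 were unchanged. With 200 genes changed, the adjusted p is easier to pass than where few genes change. In the real data 6 genes passed it at 20 min against control and 0 at 24 h. Recovery with so few was not simulated and may be lower.

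The mapping of rats, the main test, the rule for named genes and the list of alternatives were set before the data were examined, but with the paper's tables already seen. The rule named every gene of the paper's results, tables and Supplementary File 1, and per comparison up to 10 genes in each direction past the adjusted p that moved alike in every batch. Where none passed in a direction, it named the 3 with the smallest p. The alternatives were other scalings, DESeq2, limma voom, ComBat before limma, other batch terms and subsets of batches, other filters on low counts, single runs, a block over the 5 batches, the compared groups alone, TPM in place of counts, no fold-change minimum, and each rat left out in turn.

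The files give Ensembl gene identifiers without names. Names were taken from Supplementary File 1, which pairs 13 identifiers with them, and the reference gene table at hand lists no identifiers of this kind. Lists of pathway genes and cell type markers and the RT-PCR reference genes Psmd6 and Sars were therefore not analysed here, and neither were gene positions. Of the genes whose identifiers are not in Supplementary File 1, ENSRNOG00000054344 and ENSRNOG00000005634, each called in a comparison, are given by identifier. The genes with the smallest p in directions where none passed are not given. ENSRNOG00000032585 stands on 2 lines of Supplementary File 1 and ENSRNOG00000053462 stands beside Ier2 with the symbol Irf2, so both are given by identifier.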

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

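In this part, the count of reads expected for ENSRNOG00000032585 and the fit without rats 12 and 13 were chosen after the results were seen. The other tests were planned.

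Among 66 groups of rats searched for a rat far from the rest, 7 held one, where chance gives about 3.3. In the 24-h group, rat 13 had Sik1 at a log2 CPM of 4.15, against 3.08 to 3.25 in the other rats, and Klf4 at 3.42, against 2.27 to 2.67. The same rat lay at 42.6 on component 3, against -6.85 to 0.96 in the others. Rat 12 of the 20-m group lay at 61.04 on component 2, against -10.4 to 18.8, and at 15.75 on component 3, against -9.80 to 0.74. Control rat 21 lay at -16.7 on component 2, against -6.29 to -1.18. Without rats 12 and 13, edgeR called 9 genes at 20 min against control, 0 at 24 h (348 at an unadjusted p under 0.05) and 8 between the time points.

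The effects at 20 min and at 24 h differed, by a test of the difference itself in edgeR, in 5 genes. The log2 differences were 3.49 for Ccn1, 2.34 for Apold1, 1.51 for Dusp1, 0.89 for Btg2 and 0.81 for ENSRNOG00000005634. The last of these is not in Supplementary File 1. ENSRNOG00000054344, whose identifier is also not in that file, rose by 1.02 at 20 min against control. It was higher in 7 of 7 rats than in any control rat.

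ENSRNOG00000032585 had a log2 CPM of -1.85, the value for 0 counts, in control rat 21, against 1.03 to 2.55 in the other control rats, and had 0 counts in 7 of 7 rats at 20 min and in 3 of 6 at 24 h. Low depth is argued against, since 159 counts would be expected in the rats at 20 min at the control level. Presence or absence that differs between rats whatever their group stays open. Of 44 genes that were on in some rats and off in others, 1 separated 20 min from control in this way, and 4.8% of 10000 random groupings of the rats gave as many. That gene is ENSRNOG00000032585 itself, so the count decides nothing, and an effect of the FST may be the cause but could not be told apart from such a difference between rats.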

How the results depend on the processing

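The fit without rats 12 and 13 was added after the data were seen, and the other alternatives were planned. Where a value below departs from the main one, the cause was not tested, except that Batch 1 alone has fewer rats. Of 151 values of leading results under the alternatives, 124 kept their size and 27 moved. For single genes at 20 min against control, 472 of 531 values kept direction and side of the threshold, 21 lost the call, 38 gained it and 0 changed direction. For 20 min against 24 h, 485 of 531 were the same, 15 lost the call and 31 gained it. At 24 h against control 0 genes were called by edgeR and under every alternative, with 259 to 1041 genes at an unadjusted p under 0.05 (DESeq2 351), and 498 of 530 single values kept their direction. At 20 min against control, and between the time points, the counts of called genes were 6 and 5 in the main test. They were 15 and 27 with DESeq2, 15 and 48 with ComBat and the groups protected, 10 and 16 with ComBat and the groups not protected, 10 and 9 without a filter, and 0 and 0 (442 and 1377 at an unadjusted p under 0.05) with Batch 1 alone. With the 5 batches as a replicate block and runs correlated within a rat (0.421), limma voom called 20 and 19. The counts without rats 12 and 13 were 9 and 8. Of the 13 identifiers of Supplementary File 1, 5 were called in the main test, 11 with DESeq2, 13 and 9 with ComBat, 8 without a filter, 10 with the block, 0 with Batch 1 alone and 8 without rats 12 and 13. Leaving out each rat gave 4 to 8 genes at 20 min against control and 4 to 9 between the time points, 9 of them without rat 2. Dusp1, Apold1, Ccn1 and Zfp36 were called at 20 min in 15 of 16 alternatives, all but Batch 1 alone, and in 19 of 19 fits with a rat left out. Log2 fold changes at 24 h against control that changed sign, none of them called, were small. For Atf3 (main 0.11) they were -0.022 with voom, -0.024 with the replicate block, -0.061 on TPM and -0.11 without rats 12 and 13. With Batch 1 alone, Dusp1 was at -0.070, Fos at -0.26, Klf2 at -0.12 and ENSRNOG00000054344 at -0.040. Apold1 was at -0.014 without a batch term. Without rats 12 and 13, Fos was at -0.039, Klf4 at -0.15 and ENSRNOG00000053462 at 0.00195. Ccn1 (main -0.11) was at 0.000126 and 0.0065 with ComBat, with and without protected groups, and at 0.040 on TPM. ENSRNOG00000053462 (main -0.12) was at 0.10 with voom, 0.068 without a batch term, 0.012 with single runs, 0.17 with the replicate block and 0.072 with the 2 groups alone. With each rat left out, values at 24 h ran from -0.18 to 0.27 for Atf3 (in the 13 fits whose filter kept it), -0.011 to 0.30 for Apold1, -0.11 to 0.28 for Fos, -0.37 to 0.12 for Ccn1, -0.14 to 0.23 for Klf4, -0.61 to 0.021 for ENSRNOG00000053462 and -0.027 to 0.32 for AABR07033249.1. Of the 15 pairs of network genes, 9 passed in the main test, 2 when batch was not removed, 3 without the 2 rats farthest from the median and 10 on log2 TPM. Component 1 held 25.1% of the variance, 24.0% with a filter of 1 CPM in 6 rats and 22.0% with scaled genes, and its share between batches was 95.5%, 94.9% and 51.8%. The alternatives for gene lists and for the RT-PCR reference genes were not run, because names could not be paired with identifiers. Ccn1 and Atf3 had 1 to 12 and 3 to 6 counts per control rat.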

Differences from the paper's values

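The fit without rats 12 and 13 was chosen after the values were seen, and all other settings in this part were set before the data were examined.

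The paper reports 14 DEGs at 20 min, 12 higher and 2 lower, and edgeR called 6, 6 higher and 0 lower (506 lower at an unadjusted p under 0.05), at the same thresholds. The total came within 1.5 times of the paper's with DESeq2 (15), with ComBat and the groups protected (15) or not protected (10), without a filter on low counts (10) and with the 5 batches as a block (20), and under no other setting. The number of higher genes did so with DESeq2 (15), ComBat with the groups protected (12) or not (10), without a filter (9), without rat 1 of the 20-m group (8) and in the fit without rats 12 and 13 (9), chosen after the values were seen. The number of lower genes did so only with ComBat and the groups protected (3). ComBat is a step of the paper's methods, which do not state whether groups were protected.

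The genes of Supplementary File 1 that were not called here were called under some settings. Fos was called with DESeq2, both uses of ComBat, the block, no filter, no batch term and without rat 19 of the 24-h group. Klf2 was called with DESeq2, ComBat with protected groups, the block, no filter and without rat 12. Btg2 was called with DESeq2, both uses of ComBat, the block, no filter, without rat 1 and without control rat 24. Atf3 was called with DESeq2, both uses of ComBat, the block, no batch term and without rat 1, and Klf4 with DESeq2, both uses of ComBat, the block and without rat 13. AABR07033249.1 was called with DESeq2 and ComBat with protected groups. ENSRNOG00000032585 and ENSRNOG00000053462 were called only with ComBat and protected groups, both as lower. The fit without rats 12 and 13, chosen after the values were seen, called Klf2, Btg2 and Klf4 as well and left 5 of the 13 identifiers uncalled.

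For ENSRNOG00000053462, which the paper's Supplementary File 1 prints beside Ier2, the paper gives a log2 fold change of 1.02 and the value here was -1.19. It was negative under every alternative, from -1.78 to -0.85, and from -1.61 to -0.97 with a rat left out, so none reached the paper's value.

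For ENSRNOG00000032585 the paper's Supplementary File 1 gives a 12.1-fold lower level on the line of AABR07048992.1, and the value here was a bound, at least 52.9-fold lower. The paper prints the same identifier a second time, with a log2 fold change of -1.04. The bound is taken from summed counts and was computed under no other setting. Fitted fold changes of this gene depend on how counts of 0 are handled, and over the alternatives they lay on both sides of the paper's value.

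The paper's Supplementary file 4 gives 10784538 aligned reads for the lowest rat and 15947947 for the highest. The summed RSEM counts were 6217562 and 9032877. The measures differ, reads in one and expected counts in the other, and no setting was run that changes them.

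The paper's network joins Apold1 with Zfp36 in Fig. 3. Their residuals had an r of 0.261 (permutation p = 0.33) over 19 rats, while the other 5 pairs of that figure had an adjusted p under 0.05 for r. For Spearman's rho, 2 of the 6 pairs passed, and for r 2 passed when batch was not removed and 2 without the 2 rats farthest from the median. On log2 TPM 5 of the 6 passed for r, with Apold1 and Zfp36 at an r of 0.36 (adjusted p = 0.17, permutation test). The paper's network rests on mutual information and not on r. Its printed code also takes log2 CPM of all groups together and removes neither group nor batch. Differences between groups can therefore enter its edges, while the residuals here leave them out. The r of Apold1 with Zfp36 thus does not test that edge as the paper drew it.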

Other observations

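In this part, the test of displaced identifiers, the look at component 2 among the regroupings and the regroupings within batches were chosen after the results were seen. The tests on ComBat were written down after its count of genes was seen, and before its regroupings were run.

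At 24 h, rat 13 stood out by early response genes that are kinases and transcription factors as well as by Apold1. Sik1, Atf3, Apold1 and Klf4 were above every control rat in this rat. No other rat of the 24-h group had more than 2 of the 11 genes above every control rat. Supplementary file 4 gives identical numbers for 2 of its 19 rats.

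The rats of each comparison were split again at random into groups of the same sizes, 100 splits with the real one included. At 20 min against control, 3 of 100 splits called as many genes as the real 6, so a chance split of these rats is excluded at the level of 5 in 100. These splits ignore batch, and when labels were exchanged only within batches 2 of 100 called as many, with 8 as the highest other. The highest other split called 159 genes, many times the real count, which points to a structure of the samples. Both other splits with 6 or more genes put rats 5, 6 and 12, the highest on component 2, on 1 side, as the real groups do, but of the 18 other splits that did so 16 called 0 in edgeR, so this side alone does not set the count. Between the time points, 2 of 100 splits called as many as the real 5, with 8 as the highest other. Within batches it was again 2 of 100, with 144 as the highest other, which also points to a structure of the samples. At 24 h against control the real count was 0 in edgeR (441 at an unadjusted p under 0.05), so all 100 splits reach it by construction, and the highest other called 10.

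Limma after ComBat with the groups protected called 15 genes at 20 min, and edgeR with batch in the model 6. Among its regroupings 5 of 100 called as many, the real one counted among them, with 397 as the highest other, so chance is not excluded for that count. These regroupings, also used for the median share below, ignore batch. Regroupings within batches were not run for ComBat. A candidate explanation is that batch removal before the fit leaves the spread too small. Over the other splits a median of 8.5% of genes had an unadjusted p under 0.05, above the 7.5% set beforehand as the mark of that cause, and 3.75% did in edgeR. In simulated data 49 of 223 genes past the adjusted p alone were unchanged genes with ComBat, and 9 of 168 with edgeR. These counts leave out the fold-change threshold, so they do not give the share of unchanged genes among calls at both thresholds. Part of the added calls could come from the method, while which genes those are stays open.

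The identifier printed beside Ier2 in Supplementary File 1, ENSRNOG00000053462, had a log2 fold change of -1.19 (standard error 0.273), opposite to the printed 1.02. The paper's line above it carries -1.04, and the measured value lies 0.53 standard errors from that. This is consistent with identifiers displaced by 1 line, a hypothesis found on the same values. ENSRNOG00000054344, an identifier that the file does not list, had a log2 fold change of 1.02 (standard error 0.158), the value printed beside Ier2. It may be the gene of that line, but no name is assigned to it here. No biological explanation was tested.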
